# Aggressive prostate cancer is associated with pericyte dysfunction

**DOI:** 10.1002/1878-0261.70135

**Published:** 2025-10-21

**Authors:** Anabel Martinez‐Romero, Ane Martinez‐Larrinaga, Joaquim Grego‐Bessa, Saioa Garcia‐Longarte, Hielke van Splunder, Ianire Astobiza, Amaia Ercilla, Laura Bozal‐Basterra, Isabel Mendizabal, Pilar Villacampa, Arkaitz Carracedo, Mariona Graupera

**Keywords:** pericytes, prostate cancer, TGFβ signaling, vessels

## Abstract

Pericytes are intrinsic components of vessels that regulate vascular stability and permeability. Aberrant vascularization is a hallmark of cancer, although the contribution of pericytes to this process is poorly understood. Here, we undertook a combined computational and experimental approach to identify the molecular reprogramming of prostate pericytes during cancer pathogenesis and progression. Analysis of human prostate cancer and murine models showed that prostate tumors exhibit a disequilibrium between endothelial and pericyte content with prognostic potential. Deeper molecular analysis revealed that there is no overt loss of pericytes in prostate tumors but rather a dysfunction that is concomitant with altered expression of a subset of cellular markers. We translate this finding into a simplified signature that discriminates pericyte abundance versus function. Leveraging single‐cell RNA sequencing data, we find that TGF‐β governs the molecular changes that underlie pericyte dysfunction in tumors. This mechanism is associated with reduced expression of contractility markers, enlargement of the vascular lumen, and increased permeability in prostate cancer. This study revisits the paradigm of the reduced number of pericytes in favor of their dysfunction in tumors and the importance of paracrine signaling in this process.

**Abbreviations**
M: metastasis
MYH11: myosin heavy chain 11
N: normal tissue
Pb‐Cre4: androgen‐dependent ARR_2_B probasin promoter
PT: primary tumor
scRNAseq: single‐cell RNA sequencing
TBST: TBS buffer with 0.1% Tween 20
TCGA: the cancer genome atlas program
TGF‐β: transforming growth factor‐β
UMAP: Uniform Manifold Approximation and Projection
vSMC: vascular smooth muscle cells
αSMA: α smooth muscle actin

## 1 Introduction

Cancers are complex ecosystems in which tumor cells intermingle with noncancerous counterparts and matrix components, collectively known as the tumor microenvironment [1, 2, 3]. A subset of these noncancerous cells, such as fibroblasts, endothelial cells, and mural cells, is reprogrammed versions of normal stromal components [2], and their relevance in tumor evolution is now well‐documented. Yet, how the stromal compartment regulates tumorigenesis, from onset to progression, is not fully understood.

Prostate cancer is the most common cancer type in men, and its prevalence and socioeconomic impact are rising [4]. Histological and molecular characteristics of prostate cancer can inform about disease aggressiveness [5], and these parameters do not solely rely on tumor cell‐intrinsic features. Indeed, the tumor microenvironment also plays an important role in prostate tumorigenesis [6, 7, 8], with mesenchymal cells emerging as significant modulators of disease progression [8]. Mesenchymal cells include both fibroblasts and mural cells, yet very little is known about the contribution of the latter to prostate cancer initiation and progression.

Mural cells comprise both pericytes and vascular smooth muscle cells (vSMC). Pericytes are found throughout the body, covering capillaries and embedded within the basement membrane [9, 10]. Instead, vSMC refers to mural cells covering large arteries and veins that are separated from endothelial cells by a layer of fibroblasts and extracellular matrix. The main function of mural cells is to provide structural support to blood vessels and maintain organ homeostasis by promoting vascular stability and regulating vascular permeability [9, 10]. Yet, the identification of pericytes versus vSMC is not always easy, as the transition from one to the other is progressive. This is even more challenging in tumors where the vasculature grows fast and in a highly aberrant manner [1]. Hence, in our study, we will refer to the term pericytes when studying tumor mural cells. Due to their integral part in blood vessels, pericytes have been postulated to play an active role in tumor angiogenesis. Tumor vessels are often devoid of pericytes [11, 12, 13], and low pericyte coverage correlates with poor patient prognosis [14, 15]. Also, reduced pericyte coverage favors metastasis [16]. However, we lack a detailed understanding of the causes and consequences of this process.

The transforming growth factor‐β (TGF‐β) family comprises a large group of pleiotropic cytokines involved in development, tissue homeostasis, and pathological processes [17, 18]. TGF‐β signaling regulates a variety of cell functions, including proliferation, differentiation, and migration. From a physiological standpoint, TGF‐β signaling nurtures embryonic development, angiogenesis, wound healing, and immune responses [17, 18]. Aberrant TGF‐β signaling disrupts immune tolerance, promotes inflammation, and underlies the pathogenesis of fibrosis and cancer [19]. This cytokine is also involved in cancer‐promoting processes of stromal cells [8, 20].

Here, we show that pericyte dysfunction in prostate cancer is a previously unidentified process that accompanies the acquisition of metastatic capacity. Importantly, this process is associated with altered permeability of vessels, which is proposed to facilitate the dissemination of cancer cells. We identify that pericyte dysfunction is orchestrated by TGF‐β signaling.

## 2 Materials and methods

### 2.1 Mouse models

All experiments were performed in agreement with the guidelines and legislation of the Basque Ministry of Agriculture, Livestock, Fisheries and Food (Basque Country, Spain), following protocols approved by the local Ethics Committees of the Biosafety and Animal Welfare Committee at CIC bioGUNE in concordance with the recommendation of AAALAC (approved protocol P‐CBG‐CBBA‐0121) as described [21]. Mice were maintained in controlled environmental conditions, with time‐controlled lighting on standard 12 : 12 light:dark cycles, 30–50% of humidity, and controlled temperature at 22 ± 2 °C. Diet and water were provided *ad libitum*. 4‐ and 6‐month‐old male mice were used for our studies. Mice were fasted for 6 h prior to tissue harvest to prevent metabolic alterations due to immediate food intake. At the experimental endpoint, all mice were sacrificed by CO_2_ inhalation followed by cervical dislocation. The Pten loxP and Lkb1 loxP conditional knockout alleles have been described elsewhere [21, 22, 23]. Briefly, the conditional tissue‐specific Pten knockout (C57/BL6/129sv; Pb‐Cre4; Pten lox/lox) model was provided by Pier Paolo Pandolfi (Beth Israel Deaconess Cancer Center, Boston, MA, USA). The conditional tissue‐specific Lkb1 null homogeneous background model (FVB; Lkb1lox/lox) was from Mouse Models of Human Cancer Consortium in a pure FVB background. The Lkb1 loxP mouse was backcrossed into C57BL/6J for four generations to obtain animals with a genetic background enriched in C57/BL6 (> 90% C57/BL6). Next, we crossed Lkb1 lox/lox mice with Pb‐Cre4 and Pten lox/lox mice for at least four generations to obtain a founder colony with a mixed homogeneous background, and experimental animals were generated. Littermates were analyzed when possible. However, due to the complexity of the allele combination, the different genotypes of interest with Pten and/or Lkb1 alteration were obtained from parallel contemporary breeding pairs. Probasin Cre was always retained in male mice, since in females, Pb‐Cre4 expression in utero can lead to recombination in embryos during pregnancy. The Cre recombinase expression, under the control of androgen‐dependent ARR2B probasin promoter (Pb‐Cre4), allowed the deletion of Pten in the prostate epithelium at puberty. Prostate *Pten/Lkb1*‐deleted male mice were termed pc−/+ (heterozygous) or pc−/− (homozygous knockout) for each gene. Prostate sample collection from the *Pten* knockout model was performed at 6 months of age, and the prostate from the *Pten/Lkb1*‐deleted male was performed at 4 months.

### 2.2 Immunofluorescence

All immunostainings were performed in 5‐μm‐thick paraffin sections. Briefly, antigen retrieval was performed with citrate buffer at pH = 6 and permeabilization with PBS + 0.2% Tween 20; primary antibodies were incubated overnight at 4 °C: Phospho‐S6 Ribosomal Protein (Ser235/236; Cell Signaling cat. no. 4857 diluted 1 : 100, Danvers, MA, USA), CD31 (Abcam, ab28364 diluted 1 : 50; Proteintech, cat. no. 28083 diluted 1 : 200; BD Pharmingen, cat. no. 550274 diluted 1 : 100, Cambridge, UK), Desmin (AF3844‐SP, diluted 1 : 100), Notch3 (Abcam, ab23426, diluted 1 : 100; R&D System, Minneapolis, MN, USA), αSMA (cat. no. C6198 diluted 1 : 300; Sigma‐Aldrich, Saint Louis, MI, USA), MYH11 (ab224804, diluted 1 : 50; Abcam), Ter119 (MAB1125, diluted 1 : 50; R&D System). Secondary antibodies were incubated for 2 h at room temperature (Fluorescent coupled antibodies: Life Technologies A31573, Invitrogen A11008, A21208, and A48269 diluted 1 : 400; IMMPRESS HRP anti‐Rabbit, Vector MP‐7451, and anti‐Rat‐HRP, DAKO P0450 diluted 1 : 100, Carlsbad, CA, USA). Alexa Fluor 594 Tyramide SuperBoost Kit (B40925; Invitrogen) was used for double IF, and ImmPACT® DAB Substrate Kit (Vector, SK‐4105) for pS6 detection. DAPI was used for nuclei counterstaining (S33025 diluted 1 : 5000; Invitrogen). Samples were mounted with Shandon™ Immu‐Mount™ or Fluoromount‐G (SoutherBiotech, 0100‐01, Birmingham, AL, USA).

### 2.3 Imaging and quantification

Imaging and quantification analyses were performed as described [24]. Briefly, we used a Leica TCS SP5 confocal microscope and a Leica Stellaris 8, in combination with Adobe Photoshop 2022 and ImageJ software for image editing and quantification, respectively. Images were taken from five independent vessel areas in each mouse, and at least five mice per genotype were analyzed as previously reported [25]. The vessel area was measured using the CD31‐positive area, which was quantified by dividing the percentage of CD31‐positive area by the total tissue area. The coverage vessel area was measured using Desmin, MYH11, or αSMA and CD31 channels. First, a manual threshold was set to obtain the CD31‐positive area, which served as a CD31 mask and defined the coverage region. Then, using the defined CD31 mask, the integrated Desmin, MYH11, or αSMA expression was measured only in the CD31 mask. Erythrocyte cell area was determined by using the Ter119‐positive area outside the vessels, which was quantified by dividing the percentage of Ter119‐positive area by the total tissue area.

### 2.4 Cell culture

Brain pericytes were isolated as described [26, 27]. Briefly, brains were homogenized with a blade and incubated in a papain enzymatic solution (Worthington, LK003150). After several rounds of centrifugation, cells were resuspended in EGM2 complete medium and plated on 0.02% collagen I‐coated plates (354249; BD Biosciences, Franklin Lakes, NY, USA). Cells were cultured at 37 °C in a 5% CO2 atmosphere in EGM‐2 supplemented with EGM‐2 BulletKit (#CC‐3162; Lonza, Basel, Switzerland), 20% FBS, and 1% penicillin/streptomycin. The medium was changed every 3 days until the cells reached confluency, followed by a passage into a new well to expand the culture. After the third passage, cells were maintained and propagated in pericyte medium composed of a basal medium supplemented with growth factors (1252; ScienCell, Carsbad, CA, USA), 2% FBS, and 1% penicillin/streptomycin. Pericytes were characterized after passage 6. For pharmacological treatment and inhibition of TGF‐β, pericytes were cultured for 24 h followed by treatment with vehicle, 5 μg mL^−1^ TGF‐β1 (167100‐21‐B; Prepotech, Cranbury, NY, USA), and/or 3 μmol l^−1^ SIS3 (SMAD3 inhibitor) for 24 or 48 h.

### 2.5 Protein extraction and immunoblotting

Cells were lysed in ice‐cold lysis buffer [RIPA (20‐188; Millipore, Burlington, MA, USA) supplemented with MgCl_2_ and Benzonase (E1014‐5KU; Millipore)] for 10 min and then centrifuged at > 16 000 ***g*** for 15 min at 4 °C. Protein concentrations of the supernatants were measured with the Pierce BCA Protein Assay Kit (23225; Thermo Fisher Scientific, Waltham, MA, USA) as described [24]. Total cell lysates were resolved on 4–12% Bis‐Tris polyacrylamide gels (WG1403BOX; Invitrogen) and transferred onto nitrocellulose membranes (66485; Pall Corporation, Port Washington, NY, USA) for 1 : 30 h at 100 V. The membranes were blocked in 5% milk in TBST (TBS buffer with 0.1% Tween 20) for 1 h and then incubated overnight with the following specific primary antibodies diluted in 0.002% azida TBS‐T: anti‐pSMAD3 (9520; diluted 1 : 1000; Cell Signaling), anti‐Desmin (ab15200; diluted 1 : 1000; Abcam), anti–β‐actin (A5441; diluted 1 : 20 000; Sigma‐Aldrich), anti‐CD13 (AF2335; diluted 1 : 1000; R&D), anti‐NG2 (AB5320; diluted 1 : 1000; Millipore), anti‐αSMA (14968; diluted 1 : 1000; Cell Signaling), and anti‐vinculin (V9131; diluted 1 : 2000; Sigma). After three washes in TBST, the membranes were incubated with the appropriate horseradish peroxidase–conjugated secondary antibody, washed five times in TBST, and developed with reagents for enhanced chemiluminescence. The following secondary antibodies from Promega (Madison, WI, USA) were used (all diluted 1 : 5000): goat anti‐rabbit (W401B) and goat anti‐mouse (W4021). All immunoblots were performed at least three times independently, and representative experiments were included in the figures. Quantifications were done using ImageJ.

### 2.6 RNA extraction, cDNA synthesis, and quantitative polymerase chain reaction

RNA was extracted using Maxwell^®^ RSC simplyRNA cell kit (AS1390; Promega). Reverse transcription was performed from 1000 ng of RNA using the High‐Capacity cDNA Reverse Transcription Kit. For quantitative polymerase chain reaction, a LightCycler 480 System was used with LightCycler 480 SYBR Green I Master kit and specific primers. mL32 was used as a housekeeping gene.

### 2.7 Bulk RNA sequencing analysis of mouse pericytes

Four independent primary pericyte isolates were treated with vehicle and TGF‐β1 (5 μg mL^−1^). For the RNA‐seq data processing, reads were aligned to the mouse reference genome (mm10) using STAR (version_2.7.5c) in two‐pass mode following STAR best practices and recommendations. The quality of the data was evaluated using STAR (v 2.7.5c) and samtools (version 1.15). PCR duplicates were removed from aligned bam files using samtools (version 1.15). Read counts were extracted from the aligned bam files using subread's FeatureCounts (v 2.0.3). For differential gene expression analysis, the raw count matrix was imported into R and analyzed using the DESeq2 package (v1.34.0) [28]. A *DESeqDataSet* object was first constructed to encapsulate the count data and associated experimental metadata. The analysis followed the standard DESeq2 workflow, which includes normalization using the *DESeq()* function, estimation of dispersion, and fitting of a generalized linear model to each gene to compute log fold changes and statistical significance. We did not apply an explicit prefiltering threshold based on *counts* or *baseMean* values prior to modeling. Instead, we relied on DESeq2's internal independent filtering step implemented in the *results ()* function. This data‐adaptive filtering automatically removes genes with low mean normalized counts that are unlikely to reach statistical significance, thereby increasing detection power while controlling the false discovery rate. As clarified by the DESeq2 authors, this approach is consistent with best practices and avoids the need for manual filtering. Statistical significance of differential expression was assessed using Wald tests, with the results corrected for multiple testing using the Benjamini‐Hochberg procedure. A threshold of |log_2_FC >1.5| and FDR adjusted *P*‐value < 0.05 was applied to identify differentially expressed genes. For enrichment functional analysis, we used a ClusterProfiler package (v4.2.2) in R. The *enrichGO* function was utilized to identify enriched Gene Ontology terms, using the categories for Biological Process. Moreover, the *enrichKEGG* function was applied to detect enriched pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Enrichment analyses were performed by preparing a gene list with associated statistical measures and executing the enrichment functions with appropriate parameters, such as organism database and *P*‐value cutoffs.

### 2.8 Single‐cell RNA‐seq data and analysis

Publicly available single‐cell RNA‐Seq (scRNAseq) datasets of primary prostate cancer from 58 patients were obtained from several studies [29, 30, 31] (summary of patients' data can be found in Table S1). All downstream preprocessing was performed using Seurat (v4.1.0). We aggregated individual datasets using the *merge* function in Seurat. As part of our data analysis, we removed genes with no reads and low‐quality cells. Specifically, we excluded cells with: (i) fewer than 250 total genes, (ii) mitochondrial transcript fraction greater than 20%, and (iii) a complexity index greater than 0.8. Additionally, genes detected in five or fewer cells were excluded. Our quality control criteria were based on protocols from https://hbctraining.github.io/scRNA‐seq/lessons/04_SC_quality_control.html and the Tonsil Atlas [32]. To estimate doublets, which are pairs of cells sequenced under the same cellular barcode, typically captured in the same droplet, we used the DoubletFinder package in R. This tool simulates artificial doublets using existing data and compares them with actual cells to identify potential doublets. Finally, to ensure the representation of rare cell types across individuals and maximize the effective capture of cellular diversity, we filtered out patients with fewer than 1000 cells [33, 34]. Rare cell types often cluster with more common cell types and can only be reliably detected when tens of thousands of cells from multiple patient biopsies are profiled together. This threshold also minimizes biases introduced by low‐cell‐count datasets, which may lack the statistical power to identify less abundant populations or exhibit disproportionate variability due to stochastic sampling effects. For normalization, we applied the *NormalizeData* function with the LogNormalize method and a scale factor of 10 000. This process involves dividing the raw gene counts of each cell by the total counts for that cell, multiplying by the scale factor, and then performing log‐normalization as log(1 + x). To select the number of highly variable genes (HVG) for further analysis, we first calculated the distribution of nonzero counts across all genes using the RNA assay data. This was achieved by applying the *colSums* function from the Matrix package (v 1.6.0). We then identified the number of HVG by adding 100 to the third quartile of this distribution, establishing a threshold for variability selection. Once the target number of HVGs was defined, we applied Seurat's *FindVariableFeatures* function with method = “vst” to identify the most variable genes according to standardized dispersion measures. Following HVG selection, we performed a *z*‐score transformation on the normalized values using Seurat's *ScaleData* with default parameters, followed by principal component analysis using *RunPCA*. To correct for batch effects, we utilized Harmony with patients' IDs as covariates, which has been demonstrated to scale well to hundreds of thousands of cells and ranks among the top integration tools [35]. Finally, clustering analysis was performed based on the edge weights between any two cells, utilizing a shared nearest‐neighbor graph produced by the Louvain algorithm, implemented in Seurat's *FindNeighbors* and *FindClusters* functions. The identified clusters were visualized using the Uniform Manifold Approximation and Projection (UMAP) method. For annotation purposes, we performed a “one‐vs‐all” differential expression analysis to identify markers specific to each cluster. This was done using the *FindAllMarkers* function with the default non‐parametric Wilcoxon rank‐sum test and Bonferroni correction for multiple comparisons. Lower clustering resolutions were used, as our primary aim was to identify general cell type populations. The marker genes used for population annotation were as follows: epithelial cells (*EPCAM*, *KRT8*, *KRT18*), macrophages (*CD68*, *C1QA*, *C1QB*), T cells (*CD8A*, *CD4*, *CD8B*), B cells (*CD79A*, *CD79B*, *CD27*), endothelial cells (*PECAM1*, *CDH5*, *VWF*), fibroblasts (*PDGFRA*, *COL1A1*, *DCN*), and pericytes (*PDGFRB*, *RGS5*, *ACTA2*). This pipeline was followed in various scenarios where marker estimation was required for population identification.

### 2.9 Ligand–receptor analysis

To identify cell‐to‐cell interactions within the scRNAseq dataset, we employed NicheNet [36]. This analysis leverages extensive public databases, including KEGG, ENCODE, and PhosphoSite, to identify downstream effectors such as transcription factors and targets of receptors. NicheNet analysis outputs three key matrices: the “*ligand‐target prior model*,” the “*ligand‐receptor network*,” and the “*weighted integrated networks*.” We utilized these tools on our cell‐type‐labeled whole object. Specifically, we designated the mural cell cluster as the receiver cell type and all other clusters as the sender cell types. The conditions of interest were “Tumor” versus “Normal,” as analyzed in the *nichenet_seuratobj_aggregate* function.

### 2.10 Statistics

Microscopy and immunoblotting data were analyzed with the GraphPad Prism software and are presented as mean ± SEM (error bars). The sample size for each experiment is indicated in the corresponding figure legend. All figures are displayed with individual data points that indicate biological replicates and with the SEM as error bars. At least three biological replicates were used. *P* values considered statistically significant were as follows: *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001.

## 3 Results

The role of pericytes in prostate cancer is poorly understood, partially due to a lack of selective markers for pericytes in the prostate [9, 10]. Hence, we first proceeded with an in‐depth characterization of prostate‐specific pericytes to identify consensus cell markers using a compendium of scRNAseq studies in normal and neoplastic tissues [29, 30, 31] (Fig. 1A and Table S1). As represented using UMAP, we identified a series of markers whose expression was enriched in prostate pericytes (i.e., *DES, RGS5*, *NOTCH3, PDGFRB, ACTA2, CSPG4*), most of which are postulated as robust pericyte markers across tissues [10, 37] (Fig. 1B and Fig. S1A). Next, we leveraged these markers to characterize potential pericyte‐related vascular phenotypes in prostate neoplastic tissue. To this end, we employed bulk human transcriptomic datasets of various patient cohorts, including normal tissue (N), primary tumor (PT), and metastasis (M), and inferred the abundance of pericytes by applying the pericyte markers validated in Fig. 1B. Intriguingly, we observed that the selected genes clustered into two distinct behaviors. On the one hand, a set of markers exhibited a consistent reduction in their expression along prostate cancer progression (i.e., *DES, CSPG4*, and *ACTA2* (Ref [25, 38])) (Fig. 1C), which we labeled as “regulated perimarkers.” On the other hand, a second set of genes remained unperturbed in prostate cancer progression (i.e., *NOTCH3*, *PDGFRB*, and *RGS5*) (Fig. 1D), which we termed “housekeeping perimarkers.”

**Fig. 1:**
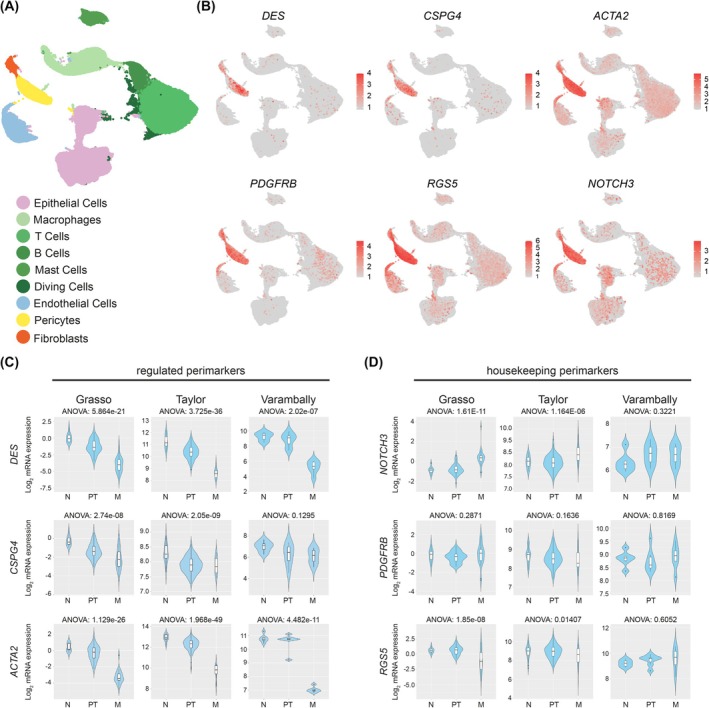
Identification of regulated and housekeeping perimarkers in human prostate data. (A) Uniform Manifold Approximation and Projection (UMAP) plot of the different cell populations found in human prostate data (detailed information on scRNAseq data sets is included in Table S1). (B) UMAP plots showing the expression of *DES, CSPGA, ACTA2, PDGFRB, RGS5*, and *NOTCH3* genes across all clusters. (C) Violin plots depicting the expression of *DES*, *CSPG4*, and *ACTA2* between non‐tumoral/normal (N), primary tumor (PT), and metastatic (M) PCa specimens in the indicated datasets. The *y*‐axis represents the log_2_‐normalized gene expression. Statistical analysis was performed by ANOVA. (D) Violin plots depicting the expression of *NOTCH3*, *PDGFRB*, and *RGS5* between non‐tumoral/normal (N), primary tumor (PT), and metastatic (M) PCa specimens in the indicated datasets. The *y*‐axis represents the log_2_‐normalized gene expression. Statistical analysis was performed by ANOVA.

To explore the alterations underlying the vascular bed *in situ*, we utilized a series of mouse models with varying degrees of prostate pathology, including wild‐type prostate specimens, indolent tumors (prostate‐conditional *Pten* knockout, nonmetastatic [22, 23]), and metastatic prostate tumors (prostate‐conditional *Pten* heterozygous and *Stk11* knockout [21]). First, we stained tissues with phospho‐S6 staining as a proxy of signaling perturbations associated with tumor pathology and found increased levels of phospho‐S6 associated with tumor progression (Fig. 2A). Next, we monitored the same specimens with regulated (Desmin) and housekeeping (Notch3) perimarkers. Given that these markers also detect the tumor stroma around the glands, we used CD31 (*Pecam1*), an established vessel marker (Fig. 2B,C, Fig. S2A,B), to distinguish the perivascular region. To study pericyte biology *in situ*, we focused on perivascular Desmin and Notch3 staining, aided by CD31 immunoreactivity. We confirmed a robust reduction in Desmin immunostaining associated with disease aggressiveness (Fig. 2B,D). In contrast, the analysis of Notch3 staining corroborated the human data and exhibited retention of perivascular signal in prostate tumors (Fig. 2C,E). Additionally, we identified a positive correlation between NOTCH3 expression and key downstream targets using Taylor and the Cancer Genome Atlas (TCGA) program, suggesting the activation of the pathway in prostate cancer pericytes (Fig. S2C).

**Fig. 2:**
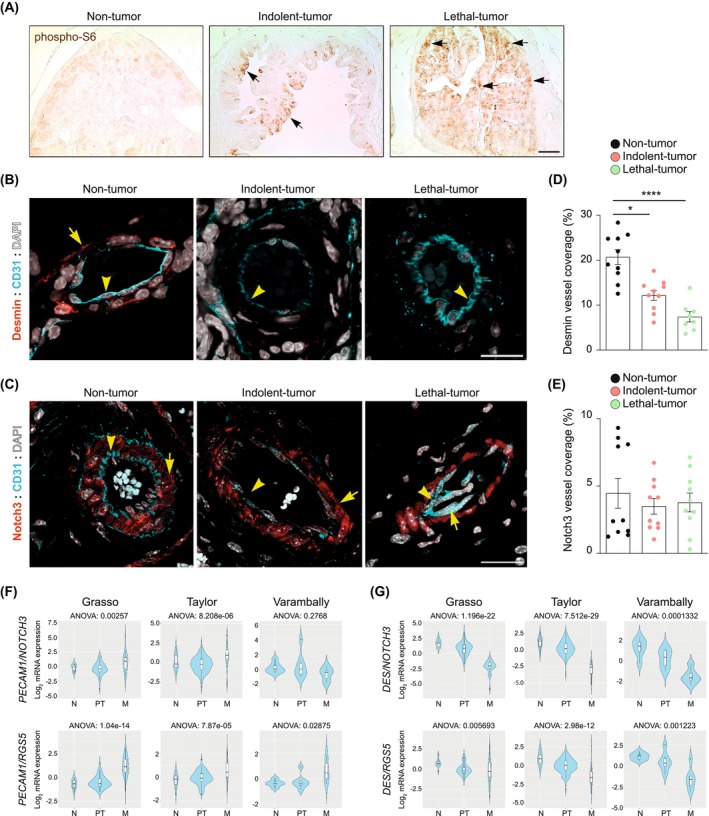
Prostate cancer progression is associated with a reduction in Desmin‐positive pericytes. (A) Representative images of non‐tumor (Pb‐Cre‐PTEN^WT/WT^), indolent tumor (Pb‐Cre‐PTEN^flox/flox^), and lethal tumor (Pb‐Cre‐PTEN^flox/WT^; LKB1^flox/flox^) prostates stained for phospho‐S6 (brown). Staining was performed in *n* = 3 mice per genotype. Scale bars, 25 μm. Arrows indicate epithelial cells positive for phospho‐S6. (B) Representative images of non‐tumor (Pb‐Cre‐PTEN^WT/WT^), indolent tumor (Pb‐Cre‐PTEN^flox/flox^), and lethal tumor (Pb‐Cre‐PTEN^flox/WT^; LKB1^flox/flox^) prostates stained for endothelial cells (CD31, cyan), pericytes (Desmin, red), and DAPI (white). Staining was performed in *n* = 10 Pb‐Cre‐PTEN^WT/WT^ and Pb‐Cre‐PTEN^flox/WT^; LKB1^flox/flox^ mice, and in *n* = 8 Pb‐Cre‐PTEN^flox/flox^ mice. Scale bars, 25 μm. Arrowheads point to the endothelial cells, and arrows show Desmin positivity. (C) Representative images of non‐tumor (Pb‐Cre‐PTEN^WT/WT^), indolent tumor (Pb‐Cre‐PTEN^flox/flox^), and lethal tumor (Pb‐Cre‐PTEN^flox/WT^; LKB1^flox/flox^) prostates stained for endothelial cells (CD31, cyan), pericytes (Notch3, red), and DAPI (white). Staining was performed in *n* = 10 mice per genotype. Scale bars, 25 μm. Arrowheads point to the endothelial cells, and arrows show Notch3 positivity. (D) Quantification of Desmin vessel coverage (%). *n* = 10 Pb‐Cre‐PTEN^WT/WT^ and Pb‐Cre‐PTEN^flox/WT^; LKB1^flox/flox^ mice, and *n* = 8 Pb‐Cre‐PTEN^flox/flox^ mice. Data represent mean ± SEM. Each dot corresponds to an individual mouse. Statistical analysis was performed by Kruskal–Wallis test. *P ≤ 0.05 and ****P ≤ 0.0001. (E) Quantification of Notch3 vessel coverage. *n* = 10 mice per genotype. Data represent mean ± SEM. Each dot corresponds to an individual mouse. Statistical analysis was performed by Kruskal–Wallis test. (F) Violin plots depicting the ratio expression of *PECAM1* and pericyte genes (*NOTCH3*, *RGS5*) showing progression [non‐tumoral/normal (N), primary tumor (PT), and metastatic (M) (prostate cancer, PCa)]. The *y*‐axis represents the log_2_‐normalized gene expression. Statistical analysis was performed by ANOVA. (G) Violin plots depicting the ratio expression of *DES* and pericyte genes (*NOTCH3*, *RGS5*) showing progression [non‐tumoral/normal (N), primary tumor (PT), and metastatic (M) (prostate cancer, PCa)]. The *y*‐axis represents the log_2_‐normalized gene expression. Statistical analysis was performed by ANOVA.

The distinct behavior of the two classes of pericyte markers during prostate cancer progression led us to propose a paradigm shift in the current understanding of cancer pericytes: that, in addition to the reported loss of pericytes in the tumor vasculature [14, 15], pericytes that are retained in intratumoral vessels exhibit functional alterations that could influence disease progression. The lack of robust markers might have acted as a confounding factor, leading to the interpretation that loss of immunoreactivity for proteins such as Desmin is indicative of pericyte loss. To revisit the current paradigm, we postulate that, similar to the physiological process of pericyte differentiation [9, 10, 39], a series of pericyte markers would serve as housekeeping genes for the presence and abundance of these cells (*NOTCH3, PDGFRB, RGS5*), whereas others would provide information about their functionality (*DES* and *CSPG4*). To translate this notion into quantifiable evidence, we undertook two complementary strategies. On the one hand, using the scRNAseq dataset, we observed a reduction in the normalized expression of *DES* and *CSPG4* in tumor pericytes, whereas no consistent trend was detected for *NOTCH3, PDGFRB*, or *RGS5* (Fig. S2D). On the other hand, we built gene expression scores to illustrate distinct vascular scenarios. First, a score for vascular mural cell coverage was calculated by inferring the ratio of *PECAM1* to *NOTCH3* or *RGS5* (*PECAM1/NOTCH3; PECAM1/RGS5*), where increased values would indicate an elevated endothelial to mural cell ratio, and hence, naked vessels. This analysis revealed increased naked vessels in 2 out of 3 datasets with specimens of normal prostate, primary tumor, and metastasis (Fig. 2F). Second, we built a score of mural cell functionality, based on the expression of *DES* versus *NOTCH3* or *RGS5* (*DES/NOTCH3*; *DES/RGS5*), where a drop in the score would be indicative of mural cell dysfunction. The analysis of various prostate cancer cohorts confirmed increased mural cell dysfunction in aggressive disease (Fig. 2G).

Next, we hypothesized that mural cell dysfunction in prostate tumors would emanate from a paracrine signal. Thus, we applied Nichenet to our scRNAseq dataset [36]. We defined pericytes as receivers of the potential signal, and the rest of the cells as senders, focusing on ligand–receptor pairs showing differential gene expression between normal and tumor conditions within our receiver cell type (Fig. 3A). We identified a potential role for TGF‐β in the regulation of pericyte function based on three complementary pieces of evidence: (i) The cell communication analysis revealed a predominant TGF‐β‐based communication between tumor‐associated macrophages and pericytes (Fig. 3B); (ii) the top ligand predicted by the analysis that may be driving tumor‐associated pericyte phenotypes was TGF‐β (Fig. 3C), and (iii) TGF‐β‐associated transcriptional changes in pericytes were the most remarkable of all analyzed ligands (Fig. S3A). Analysis of TGF‐β receptor expression in pericytes identified a predominance of non‐canonical receptors (SDC2) and coreceptors (ITGB1) as potential mediators of signaling (Fig. 3D) [40, 41].

**Fig. 3:**
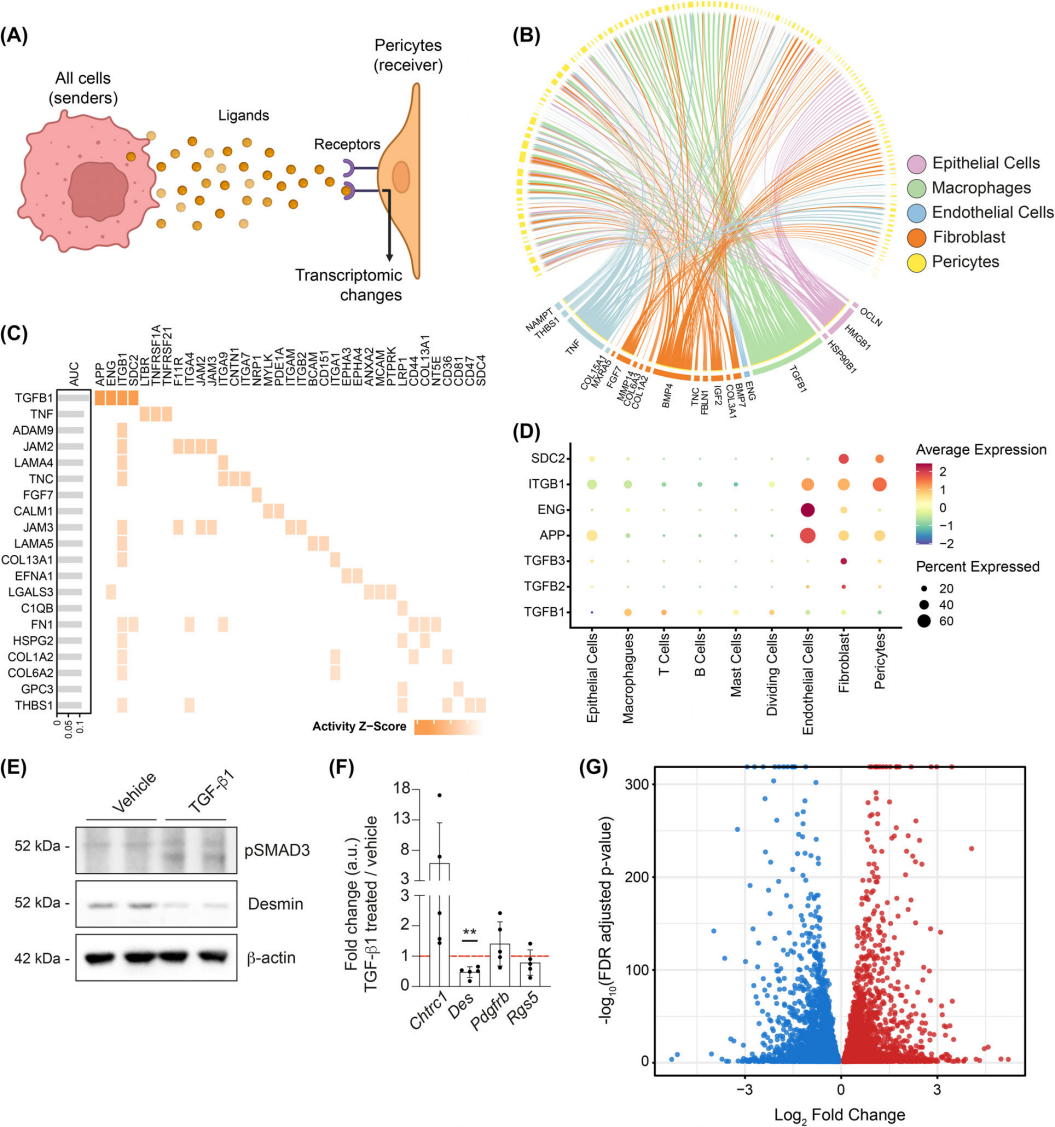
Pericyte dysfunction is orchestrated by TGF‐β. (A) The scheme illustrates our proposed hypothesis that pericyte dysfunction emanates from a paracrine signal. (B) Circle plot showing the potential ligand–receptor interaction among pericytes as the primary receivers and other (nonpericytes) prostate cell types as senders. The analysis identifies key ligands and signaling pathways involved in cellular communication. (C) The top ligand–receptor interactions between pericytes and the rest of prostate cell types predicted by NicheNet analysis. (D) Gene expression by cell type, with dot size indicating the percentage of cells expressing potential TGF‐β pericyte receptors and color representing expression level. (E) Representative western blot of brain pericytes treated with TGF‐β for 24 h and subjected to immunoblotting for phospho‐SMAD3 (p‐SMAD3) and Desmin. β‐Actin was used as a loading protein control. These experiments were done in three biological replicates. Quantifications are shown in Fig. S3C. (F) Relative gene expression of *Chtrc1*, *Des*, *Pdgfrb*, and *Rgs5* genes after treatment with TGF‐β1 and analyzed by quantitative polymerase chain reaction. Statistical analysis was performed by a one‐sample *t*‐test (*n* = 4–5). **P ≤ 0.01. Data represent mean ± SEM. Each dot corresponds to an individual biological replicate (*n* = 4). (G) Volcano Plot representing the total amount of DEG with an FDR‐adjusted *P*‐value > 0.5 and logFoldChange > 0 (red) and < 0 (blue). Each point represents a gene. Transcriptomic analysis was done in *n* = 4 per experimental condition.

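The differentially expressed genes were split almost evenly by direction, with 4718 higher and 4586 lower in the TGF-β1 cultures (edgeR quasi-likelihood test, adjusted p under 0.05). The share that was higher, 50.7% in this test, ranged from 48.1% with library totals as the only scaling to 52.8% with DESeq2 among the alternatives for the tool, the scaling and the filter. The paper's methods also name a threshold of 1.5 on the absolute log2 fold change. With that threshold added to the adjusted p, the number was 452, of which 204 were lower and the others higher. A test of the threshold itself (edgeR's glmTreat, which asks whether the change exceeds 1.5) called 155 genes. With only genes of at least 10 counts in every culture tested, the threshold on the estimate gave 285. That filter also removes genes whose large change leaves few counts in an arm. In the other direction, DESeq2 gave 597, and edgeR with all genes of at least 1 count in any culture gave 646.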

To provide causal evidence of the role of TGF‐β in pericyte function, we generated pericyte cultures derived from murine brain tissue and validated that these cells retained pericyte markers in culture (Fig. S3B). Next, we supplemented culture media with TGF‐β for 24 h and validated that TGF‐β induced downstream pathway activation by means of Smad3 phosphorylation (Ser423/425) (Fig. 3E and Fig. S3C) and mRNA expression of a canonical target of the pathway (*Cthrc1*, Fig. 3F). As predicted, the mRNA and protein expression of a functionality marker of pericytes (*Desmin*) was reduced upon TGF‐β treatment, whereas housekeeping pericyte markers (*Pdgfrb and Rgs5*) remained roughly unaltered (Fig. 3E,F). Importantly, the effect of TGF‐β on *Desmin* expression was partially rescued upon inhibition of SMAD3 using SIS3 [42] (Fig. S3D).

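Bulk RNA-seq was performed on pericyte cultures from mouse brain, in which pericytes are the contractile cells that surround capillaries and TGF-β1 is a secreted cytokine added to the medium. There were 4 cultures with TGF-β1 (5 μg mL-1) and 4 with vehicle, all sampled at 48 h. The paper's methods describe isolates that were treated with both vehicle and TGF-β1, but the sample labels number the vehicle cultures from 1 to 4 and the TGF-β1 cultures from 5 to 8, so the cultures were compared as unpaired groups. The authors aligned the reads to the mouse genome (mm10) with STAR, removed PCR duplicates with samtools, and counted reads per gene with featureCounts. They deposited these raw counts for 54532 Ensembl gene identifiers, without normalization. The counts summed to between 45255235 and 47651397 per vehicle culture (median 45966297) and to between 45988208 and 46827358 per TGF-β1 culture (median 46313680.5). These totals did not differ between the groups (exact permutation test, two-sided, p = 0.857). Low counts were mostly even numbers, from 68.5% to 70.2% of the counts between 1 and 20 in each culture, so the counts may not be independent molecules. From the deposited counts, 22544 genes passed edgeR's filter on low expression (filterByExpr) and were tested with its quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. Normalized values are given as CPM, the count scaled by the library total and its TMM factor. Before the TMM factor, a count of 3 corresponds to between 0.0630 and 0.0663 CPM. Each culture was counted as 1 replicate, as labelled. In a chi-square test of the counts, pairs within a group gave 2.25 to 3.92 per degree of freedom, or 1.12 to 1.96 with each count halved, where sampling noise alone gives 1. Repeat libraries of 1 culture could give such values too. As a check of the labels, a list of 14 genes commonly regulated by TGF-β rose by a mean log2 fold change of 0.83. Of these 14 genes, 12 were higher and 2 were lower with an adjusted p under 0.05, both over all genes tested and adjusted over the list alone. Among them, *Cthrc1* (ENSMUSG00000054196, chromosome 15, 39076932 to 39087121 of GRCm38) went from 31.3 ± 1.57 CPM (SD, n = 4) with vehicle to 65.1 ± 2.19 CPM (SD, n = 4) with TGF-β1.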

To unravel the biological and functional consequences of paracrine TGF‐β signaling in pericytes, we performed bulk RNA sequencing on cultured pericytes treated with TGF‐β or vehicle for 48 h. TGF‐β treatment elicited a robust transcriptional response, with 8487 differentially expressed genes (FDR adjusted *P*‐value < 0.05, Fig. 3G and Table S2). 

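In the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 9304 of the 22544 genes tested (41.3%) had an adjusted p under 0.05. Most of these changes were small, with a median absolute log2 fold change of 0.32, and 6139 of the genes changed by less than 0.5 on the log2 scale. The first principal component of the log2 CPM values held 52.4% of the variance and placed the TGF-β1 cultures between 31.0 and 38.7 and the vehicle cultures between -37.6 and -33.6. The groups did not overlap in 8546 of the genes tested (37.9%), where chance gives 2.86%. With DESeq2, the tool named in the paper's methods, run without a filter on counts before the model, the number was 8636, and 8452 genes were called by both tools. Among the alternatives fixed beforehand, leaving out TGF-β1 replicate 6 moved the number most, to 8559 genes. From its own count of 8487 genes, the paper describes the transcriptional response as robust.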

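Contractility was examined with a list of 20 contractile marker genes of smooth muscle, because the gene ontology terms used by the authors were not used here. When the list was written, the fall of *Synpo2* in the paper's Table S2 had been seen, and the part of the table used here had been searched for *Myh11*, *Acta2*, *Des*, *Cnn1* and *Tagln*, without a match. The 18 members that passed the expression filter had a mean log2 fold change of -0.34, and 8 were lower and 4 were higher with an adjusted p under 0.05 in edgeR's quasi-likelihood test. Adjusted over the list alone, 9 were lower and 4 were higher. A competitive gene set test (limma's camera, two-sided, with a preset correlation of 0.01 between genes) gave an adjusted p of 0.0421 for the list after Benjamini-Hochberg adjustment over the 15 sets tested. The call did not hold with camera and a correlation estimated from the data, where the adjusted p was 0.333. Limma's fry called the list (adjusted p = 6.77e-06), but it does not compare a set with other genes and called 14 of the 15 sets, so its call says little about this list. Without vehicle replicate 3 the camera adjusted p was 0.0543, and without TGF-β1 replicate 7 it was 0.0615. The genes lower with TGF-β1 held 3.14 times the odds of a list member (Fisher's exact test, adjusted p = 0.0651).

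**Figure D1:**
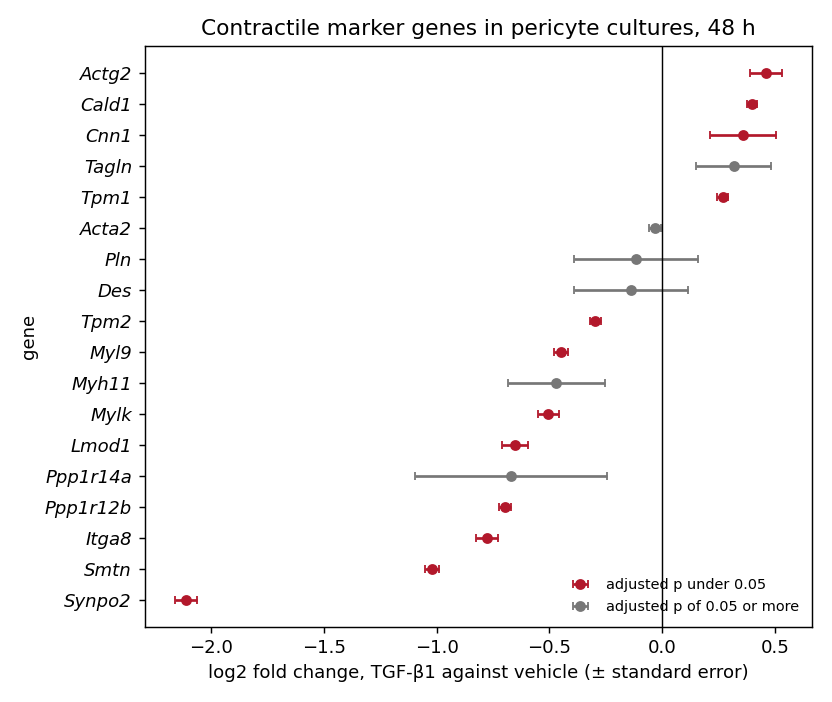
Log2 fold change of each tested contractile marker gene, TGF-β1 against vehicle after 48 h, with bars for the standard error from edgeR and colour for an adjusted p under 0.05. The values run from -2.11 for *Synpo2* to 0.46 for *Actg2*, with called genes on both sides of 0.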

Interestingly, functional enrichment analysis revealed an alteration in contractility processes upon TGF‐β treatment (Fig. S3E). 

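Because the KEGG gene set was not used here, a list of 96 genes for receptors, signalling proteins, channels and contractile proteins of vascular smooth muscle contraction was written by hand. Of its 85 members tested, 22 were higher and 28 were lower with an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 22 were higher and 29 lower adjusted over the list alone. Their mean log2 fold change was -0.09, and the camera test did not place the list apart from other genes (adjusted p = 0.172). At an odds ratio of 1.93, the list was over-represented among the lower genes (Fisher's exact test, adjusted p = 0.0321). Camera with an estimated correlation did not call it (adjusted p = 0.229), while fry did (adjusted p = 3.56e-06). The members with the largest changes were *Mrvi1*, which fell by 1.89 on the log2 scale, *Ramp2*, which fell by 1.82, and *Adcy8*, which fell by 1.78, and the highest value was a rise of 1.75. The lists overlap, since both hold *Myh11* and *Acta2*.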

Of note, within the KEGG‐derived cell contractility signature, *Myh11* and *Acta2* caught our attention, as both have been associated with pericyte function [10]. 

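*Myh11* (ENSMUSG00000018830), which encodes the smooth muscle myosin heavy chain, lies on chromosome 16 of GRCm38 from 14194535 to 14291372. It was expressed at a low level, with between 32 and 62 reads per culture. Its level was 1.10 ± 0.172 CPM (SD, n = 4) with vehicle and 0.790 ± 0.110 CPM (SD, n = 4) with TGF-β1, and every TGF-β1 culture was below every vehicle culture (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 cultures against 4 allow). The log2 fold change was -0.47 (standard error 0.21), with an adjusted p of 0.0780 from edgeR's quasi-likelihood test over all genes tested. Adjusted over the contractile marker list alone it was 0.0477, under the threshold, and over the vascular smooth muscle contraction list alone it was 0.0533. DESeq2 gave an adjusted p of 0.134. With each culture left out in turn the log2 fold change stayed between -0.54 and -0.36, with an edgeR adjusted p from 0.0686 to 0.246. *Acta2* (ENSMUSG00000035783), which encodes smooth muscle α-actin, lies on chromosome 19 from 34241090 to 34255590 and was far more abundant, at 731 ± 30.1 CPM (SD, n = 4) with vehicle and 715 ± 17.2 CPM (SD, n = 4) with TGF-β1. The ranges of the groups overlapped (exact permutation test, two-sided, p = 0.429). Its log2 fold change was -0.03 (standard error 0.02, adjusted p = 0.339 from the same edgeR test), and with each culture left out in turn its adjusted p ranged from 0.0639 to 0.743. The difference in *Acta2* was therefore not larger than the spread between cultures.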

By plotting the normalized expression counts of each gene, we could validate that their expression was downregulated in cultured pericytes upon treatment with TGF‐β (Fig. S3F).

Our results suggest that the presence of a prostate tumor and the production of TGF‐β could reprogram pericytes into a dysfunctional state that is associated with reduced expression of contractility markers. 

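The other contractile marker genes moved in both directions. *Synpo2* fell most, from 43.0 ± 1.33 CPM (SD, n = 4) with vehicle to 9.94 ± 0.498 CPM (SD, n = 4) with TGF-β1, a log2 fold change of -2.11 (standard error 0.05, adjusted p = 5.14e-33 from edgeR's quasi-likelihood test). *Smtn* fell by 1.02, *Itga8* by 0.78, *Ppp1r12b* by 0.70 and *Lmod1* by 0.65 on the log2 scale, and *Mylk*, *Myl9* and *Tpm2* fell by 0.50, 0.45 and 0.30. Their values in the TGF-β1 cultures were all below those in the vehicle cultures. In the other direction, *Actg2* rose by a log2 fold change of 0.46, *Cald1* by 0.40 and *Tpm1* by 0.27, with each TGF-β1 culture above each vehicle culture. *Cald1* was the most abundant member, at 838 ± 17.7 CPM (SD, n = 4) with vehicle and 1106 ± 26.8 CPM (SD, n = 4) with TGF-β1. *Cnn1* had an adjusted p of 0.0486, near the threshold, and lost the call in DESeq2, where it was 0.0865. *Tagln* was not called (adjusted p = 0.127). Its exons overlap those of other genes over 67.9% of their length, so its count is uncertain. *Des*, with 25 to 36 reads per culture, had a log2 fold change of -0.14 (standard error 0.25, adjusted p = 0.715), so a small change was not detectable at this depth. *Myocd* and *Kcnmb1* were too low to be tested. From its results as a whole, the paper proposes that a prostate tumor and its TGF-β could reprogram pericytes into a dysfunctional state.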

To validate these data, we assessed the expression of myosin chain 11 (MYH11) and α smooth muscle actin (αSMA) in tumor‐associated pericytes *in situ* [43]. Indeed, these markers exhibited a reduction in murine prostate tumors (Fig. 4A–D and Fig. S4A,B). Since the loss of pericyte contractility could influence vessel integrity, we assessed the changes in vessels within these tumor models. The pathogenesis and progression of prostate tumors were associated with an increased vascular lumen (Fig. 4E,F, and Fig. S4C) and erythrocyte extravasation, indicative of elevated vascular permeability (Fig. 4G,H, and Fig. S4D).

**Fig. 4:**
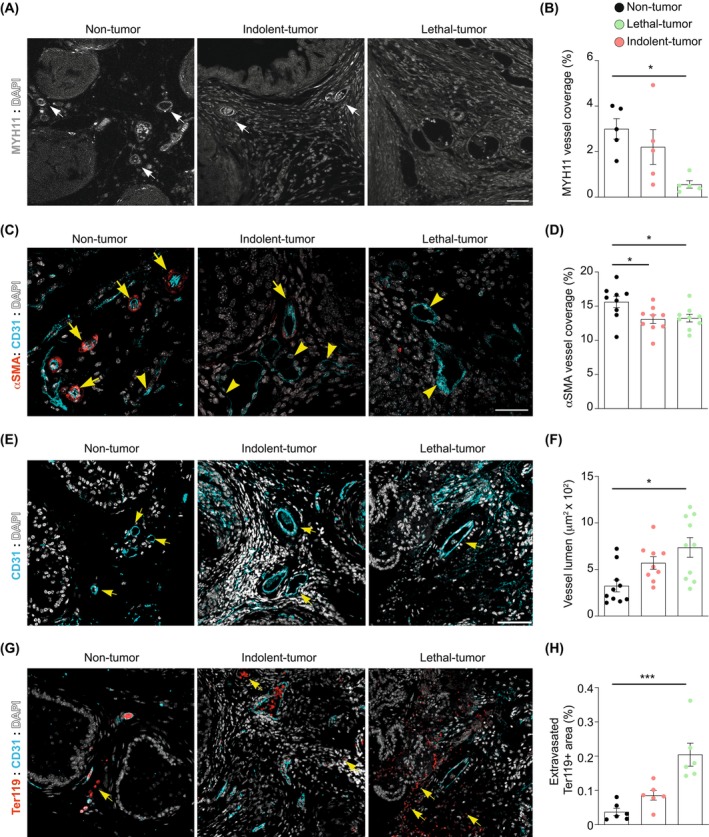
Pericyte dysfunction results in vessel leakage in prostate cancer. (A) Representative images of non‐tumor (Pb‐Cre‐PTEN^WT/WT^), indolent‐tumor (Pb‐Cre‐PTEN^flox/flox^), and lethal‐tumor (Pb‐Cre‐PTEN^flox/WT^; LKB1^flox/flox^) prostates stained for MYH11 (gray) and DAPI (white). Staining was performed in *n* = 5 mice per genotype. Scale bars, 50 μm. White arrows show positive MYH11 vessels. (B) Quantification of MYH11 vessel coverage. *n* = 5 mice per genotype. Data represent mean ± SEM. Each dot corresponds to an individual mouse. Statistical analysis was performed by Kruskal–Wallis test. *P ≤ 0.05. (C) Representative images of non‐tumor (Pb‐Cre‐PTEN^WT/WT^), indolent‐tumor (Pb‐Cre‐PTEN^flox/flox^), and lethal‐tumor (Pb‐Cre‐PTEN^flox/WT^; LKB1^flox/flox^) prostates stained for endothelial cells (CD31, cyan), pericytes (αSMA, red), and DAPI (white). Staining was performed in *n* = 9 mice per genotype. Scale bars, 25 μm. (D) Quantification of αSMA vessel coverage. *n* = 9 mice per genotype. Data represent mean ± SEM. Each dot corresponds to an individual mouse. Statistical analysis was performed by Kruskal–Wallis test. *P ≤ 0.05. (E) Representative images of non‐tumor (Pb‐Cre‐PTEN^WT/WT^), indolent‐tumor (Pb‐Cre‐PTEN^flox/flox^), and lethal‐tumor (Pb‐Cre‐PTEN^flox/WT^; LKB1^flox/flox^) prostates stained for endothelial cells (CD31, cyan) and DAPI (white). Staining was performed in *n* = 10 Pb‐Cre‐PTEN^WT/WT^ and Pb‐Cre‐PTEN^flox/WT^; LKB1^flox/flox^ mice, and in *n* = 9 Pb‐Cre‐PTEN^flox/flox^ mice. Scale bars, 50 μm. Arrows indicate vessels. (F) Quantification of vessel lumen. *n* = 10 Pb‐Cre‐PTEN^WT/WT^ and Pb‐Cre‐PTEN^flox/WT^; LKB1^flox/flox^ mice, and *n* = 9 Pb‐Cre‐PTEN^flox/flox^ mice. Data represent mean ± SEM. Each dot corresponds to an individual mouse. Statistical analysis was performed by Kruskal–Wallis test. *P ≤ 0.05. (G) Representative images of nontumor (Pb‐Cre‐PTEN^WT/WT^), indolent‐tumor (Pb‐Cre‐PTEN^flox/flox^), and lethal‐tumor (Pb‐Cre‐PTEN^flox/WT^; LKB1^flox/flox^) prostates stained for endothelial cells (CD31, cyan), erythrocytes (Ter119, red), and DAPI (white). Staining was performed in *n* = 6 mice per genotype. Scale bars, 100 μm. Arrows indicate Ter119 extravasation. (H) Quantification of Ter119 expression outside the blood vessels. *n* = 6 mice per genotype. Data represent mean ± SEM. Each dot corresponds to an individual mouse. Statistical analysis was performed by Kruskal–Wallis test. ***P ≤ 0.001.

## 4 Discussion

The architecture and function of blood vessels are severely altered in cancer [11, 44]. The abundance and permeability of vessels are influenced by signals that regulate endothelial cell function [45]. In this regard, pericytes are critical components in the final layout and function of the vascular bed [10]. Although molecular changes in pericytes that contribute to functional alterations in tumors have been reported [11], the consensus in the field is that pericytes are lost across disease progression [9, 10, 46]. Our analysis of human and murine prostate cancer specimens demonstrates that an imbalance of pericytes and endothelial cells is strongly associated with disease progression. Yet, this imbalance is caused not only by a loss of pericyte numbers but also by their reprogramming into a cell state that exhibits reduced function. Our data are in line with recent observations showing that expansion and reprogramming of mesenchymal cells are early events in prostate cancer and that these changes are associated with disease progression [8].

The complexity and tissue specificity of pericytes have limited the definition of tissue‐agnostic pericyte markers, which has posed a limitation when studying the abundance and function of these cells in pathological conditions. With the advent of single‐cell molecular technologies, our capacity to categorize cell states and markers within cell types has dramatically increased [8, 10, 37, 47, 48, 49]. Here, we have leveraged bulk and single‐cell transcriptomics analyses to build gene expression scores that inform about changes in the balance of endothelial cells and pericytes. In addition, we have defined pericyte markers and differentiation indicators to build pericyte functional scores. This approach reveals that, beyond the reported loss of balance between endothelial cells and pericyte abundance in tumors [13, 16, 18, 50, 51], we can also identify alterations in the function of pericytes that are associated with the presence of an aggressive malignancy. With this new evidence, it is tempting to speculate that previous studies reporting pericyte loss in other cancerous settings could also present a component of pericyte dysfunction that has been overlooked. This is consistent with many scRNAseq data sets, in which many more mural cells are recovered in tumors compared to normal tissue. This is also in line with the notion that pericytes exhibit great cell plasticity [11, 47]. Our study proposes a novel strategy for evaluating pericyte behavior in tumors, utilizing scores that combine pericyte housekeeping markers and cell function indicators to faithfully reflect vascular phenotypes. Yet, it is important to note that these markers may vary in tumors arising from different tissue types and lineages.

An intriguing observation of our data is that the loss of functional properties in tumor pericytes is orchestrated by TGF‐β signaling. Elevated TGF‐β tone has been previously linked to aberrant stromal behavior and poor prognosis in cancer, primarily through a key role in CAF activation [20, 52] and in promoting endothelial cell growth [53]. Here, we extend the pleiotropic role of this cytokine, showing that TGF‐β also promotes pericyte dysfunction. This observation aligns with the role of this cytokine in regulating pericyte function in fibrosis [10, 54, 55]. We speculate that TGF‐β elicits a pericyte phenotype that reduces its regulatory activity in vessels, thus leading to increased vascular permeability. Whether the reprogramming of pericytes by TGF‐β activates new functions in pericytes remains to be studied.

Overall, our results revisit the contribution, function, and regulation of pericytes in prostate cancer and open new opportunities to understand the process of disease progression and dissemination.

## 5 Conclusions

In summary, we have identified that an imbalance between pericytes and endothelial cells is strongly associated with prostate cancer disease progression. Furthermore, we demonstrate that this imbalance is not only caused by a loss of pericyte numbers but also by their reprogramming into a cell state that exhibits reduced function. Finally, we report that functional reprogramming in prostate cancer is elicited by TGFβ signaling in pericytes.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

M.G., A.C., A.M‐R., and A.M‐L. were the main contributors in the conception, design, acquisition, and interpretation of the data and in writing the article. A.M‐R., A.M‐L., S.G‐L., J.G‐B., H.v.S., I.A., A.E., L.B‐B., I.M., and P.V. performed experiments and data analysis with input from A.C. and M.G. Bulk RNA sequencing and scRNAseq analyses were performed by A.M‐L. and I.M.

## Ethics approval

All mouse experiments were carried out following the ethical guidelines established by the Biosafety and Welfare Committee at CIC bioGUNE and following the recommendations from AAALAC.

## Supporting information

**Fig. S1.** Dot plot showing marker expression across cell types in prostate tissue.
**Fig. S2.** Low‐magnification images corresponding to those shown in Fig. 2.
**Fig. S3.** Impact of TGF‐β signaling in pericytes.
**Fig. S4.** Low‐magnification images corresponding to those shown in Fig. 4.

**Table S1.** scRNAseq patient data.

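The copy of Table S2 used here holds 1999 rows of the 8487 that the paper's table gives, of which 4483 are for genes higher and 4004 for genes lower with TGF-β1. The copy also holds 1688 rows of a separate sheet for the higher genes, which were not compared. The rest was not analysed here, so no enrichment was tested on it. Of the 1999 rows, 1896 matched a gene symbol that was also tested in the deposited counts. All 1896 had the same direction and an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the median absolute difference in log2 fold change was 0.0056. With DESeq2 and no filter before the model, 1895 of them lay within 0.01 of the paper's log2 fold change. All rows are genes that the paper had already called on the same counts, and the 1999 rows may be its most significant ones. *Tgfb3*, *Cd248*, *Actg2* and *Smad3*, all called here, were not among the 1999 rows. The sheet for the higher genes was not searched for them in this comparison. The match in call and direction was therefore likely beforehand.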

**Table S2.** Differentially expressed genes in bulk RNA‐seq data of cultured pericytes.

## Data Availability

Transcriptomic data of endothelial (*PECAM1* and *CDH5*) and pericyte genes (*CD248, DES, NOTCH3, PDGFRB*, *and RGS5*) was assessed using the online bioinformatics platform Cancertool (https://cancertool.cicbiogune.es/CANCERTOOL/) [5]. Cancertool includes data of expression, disease‐free survival, and gene enrichment analysis based on seven different prostate cancer transcriptomic datasets (Glinsky *et al*., Donated by MSKCC; Grasso *et al*., GSE35988; Lapointe *et al*., GSE3933; Taylor *et al*., GSE21032; TGCA, Firehose Broad; Tomlins *et al*., GSE6099; Varambally *et al*., GSE3325). Patient‐derived bulk expression data can be obtained from the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/), and the selected studies with the detailed patient information are listed in Table S1. Previously published scRNA‐seq data reanalyzed here are available under accession codes: GSE141445 [30], GSE181294 [31], and GSE176031 [29]. RNAseq data on cultured pericytes is deposited in the BioProject repository (NCBI) (GSE278801). No new algorithms were developed for this article. All code generated for analysis is available from the authors upon request.

# Supplementary material for: Aggressive prostate cancer is associated with pericyte dysfunction
**Source:** Mol Oncol. 2025 Oct 21;20(4):947–61. doi: 10.1002/1878-0261.70135
**Supplement:** Supplementary file 1 — Fig. S1. Dot plot showing marker expression across cell types in prostate tissue. Fig. S2. Low‐magnification images corresponding to those shown in Fig. 2. Fig. S3. Impact of TGF‐β signaling in pericytes. Fig. S4. Low‐magnification images corresponding to those shown in Fig. 4.

Supplementary Figures  
*Martinez-Romero, Martinez-Larrinaga et al.*

Supplementary Figure 1

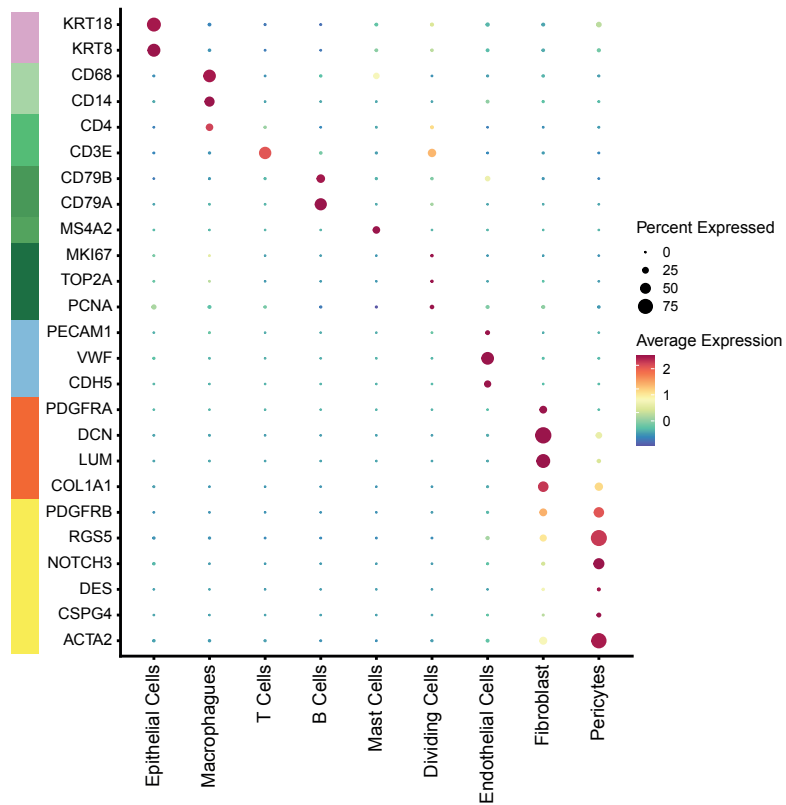

**Supplementary Figure 1. Dot plot showing marker expression across cell types in prostate tissue.** Marker gene expression across cell types, with dot size indicating the percentage of cells expressing each marker and color representing expression level.

Supplementary Figure 2

A

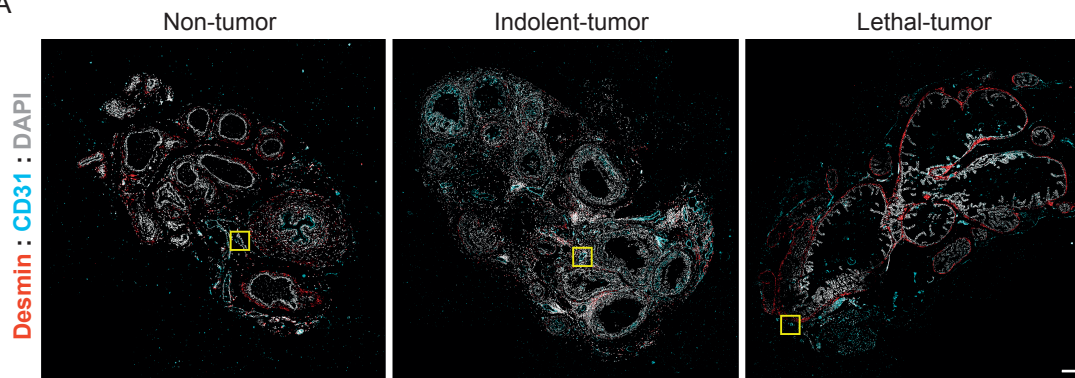

B

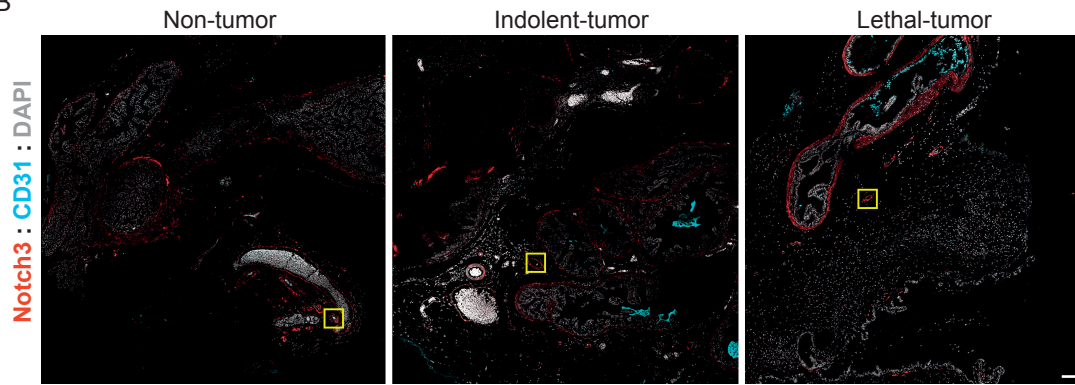

C

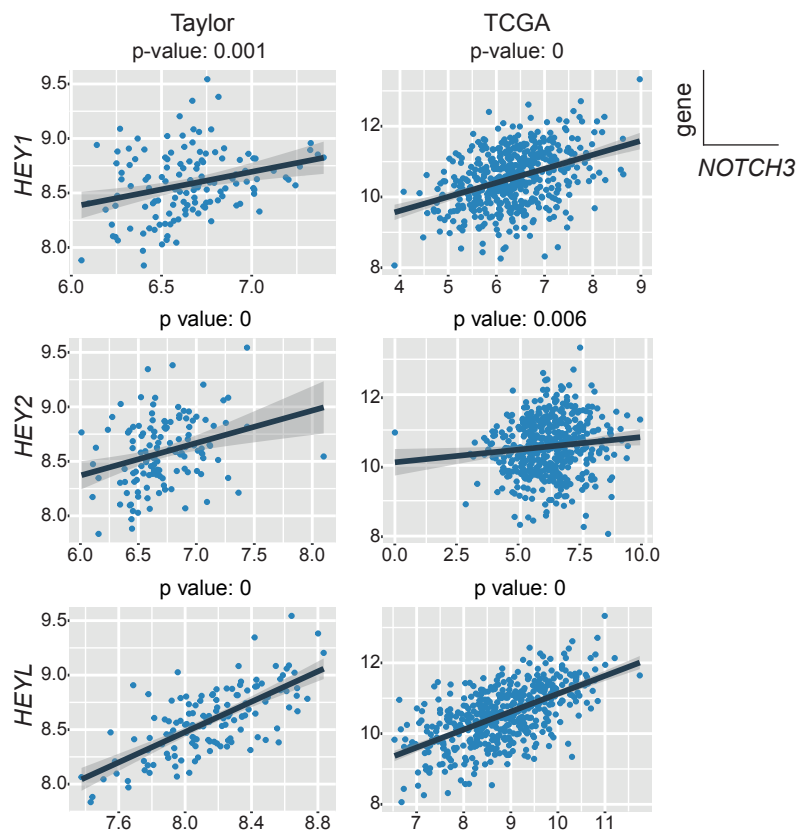

D

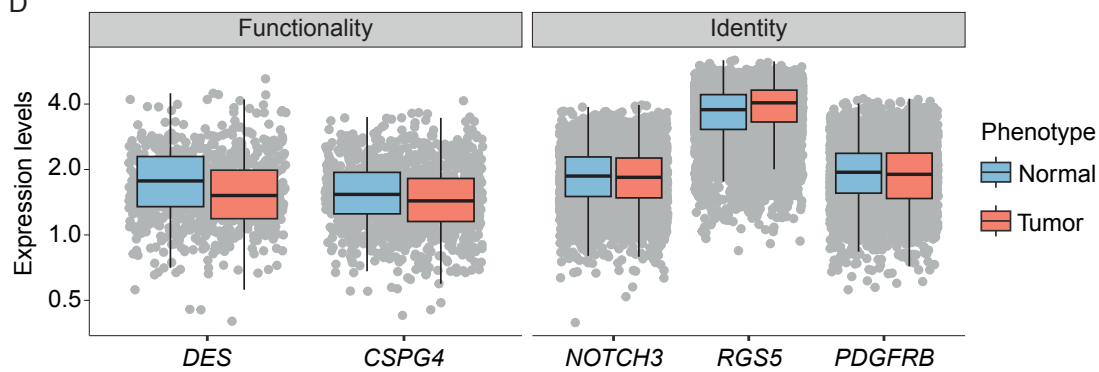

**Supplementary Figure 2. Low-magnification images corresponding to those shown in Figure 2. (A)** Low-magnification images of non-tumor (Pb-Cre-PTEN<sup>WT/WT</sup>), indolent-tumor (Pb-Cre-PTEN<sup>flox/flox</sup>), and lethal-tumor (Pb-Cre-PTEN<sup>flox/WT</sup>; LKB1<sup>flox/flox</sup>) prostates stained for endothelial cells (CD31, cyan), pericytes (Desmin, red), and DAPI (white). Saining was performed in  $n = 10$  Pb-Cre-PTEN<sup>WT/WT</sup> and Pb-Cre-PTEN<sup>flox/WT</sup>; LKB1<sup>flox/flox</sup> mice, and in  $n = 8$  Pb-Cre-PTEN<sup>flox/flox</sup> mice. Scale bars, 100  $\mu$ m. **(B)** Low-magnification images of non-tumor (Pb-Cre-PTEN<sup>WT/WT</sup>), indolent-tumor (Pb-Cre-PTEN<sup>flox/flox</sup>), and lethal-tumor (Pb-Cre-PTEN<sup>flox/WT</sup>; LKB1<sup>flox/flox</sup>) prostates stained for endothelial cells (CD31, cyan), pericytes (Notch3, red), and DAPI (white). Saining was performed in  $n = 10$  mice per genotype. Scale bars, 100  $\mu$ m. The yellow squares in **A** and **B** illustrate the corresponding high magnification images shown in **Fig. 2B, C**. **(C)** Scatter plots showing the Spearman correlation between *NOTCH3* and *HEY1*, *HEY2*, and *HEYL* expression in primary tumor samples from the Taylor and TCGA prostate cancer datasets. **(D)** Box plot representing the gene expression changes in the mural cell compartment across phenotypes (Normal ~ Tumor). Each point represents one cell. Individual values represent the total cell median for each group; the value between gene groups (Normal vs. Tumor) represents the difference between the medians.

Supplementary Figure 3

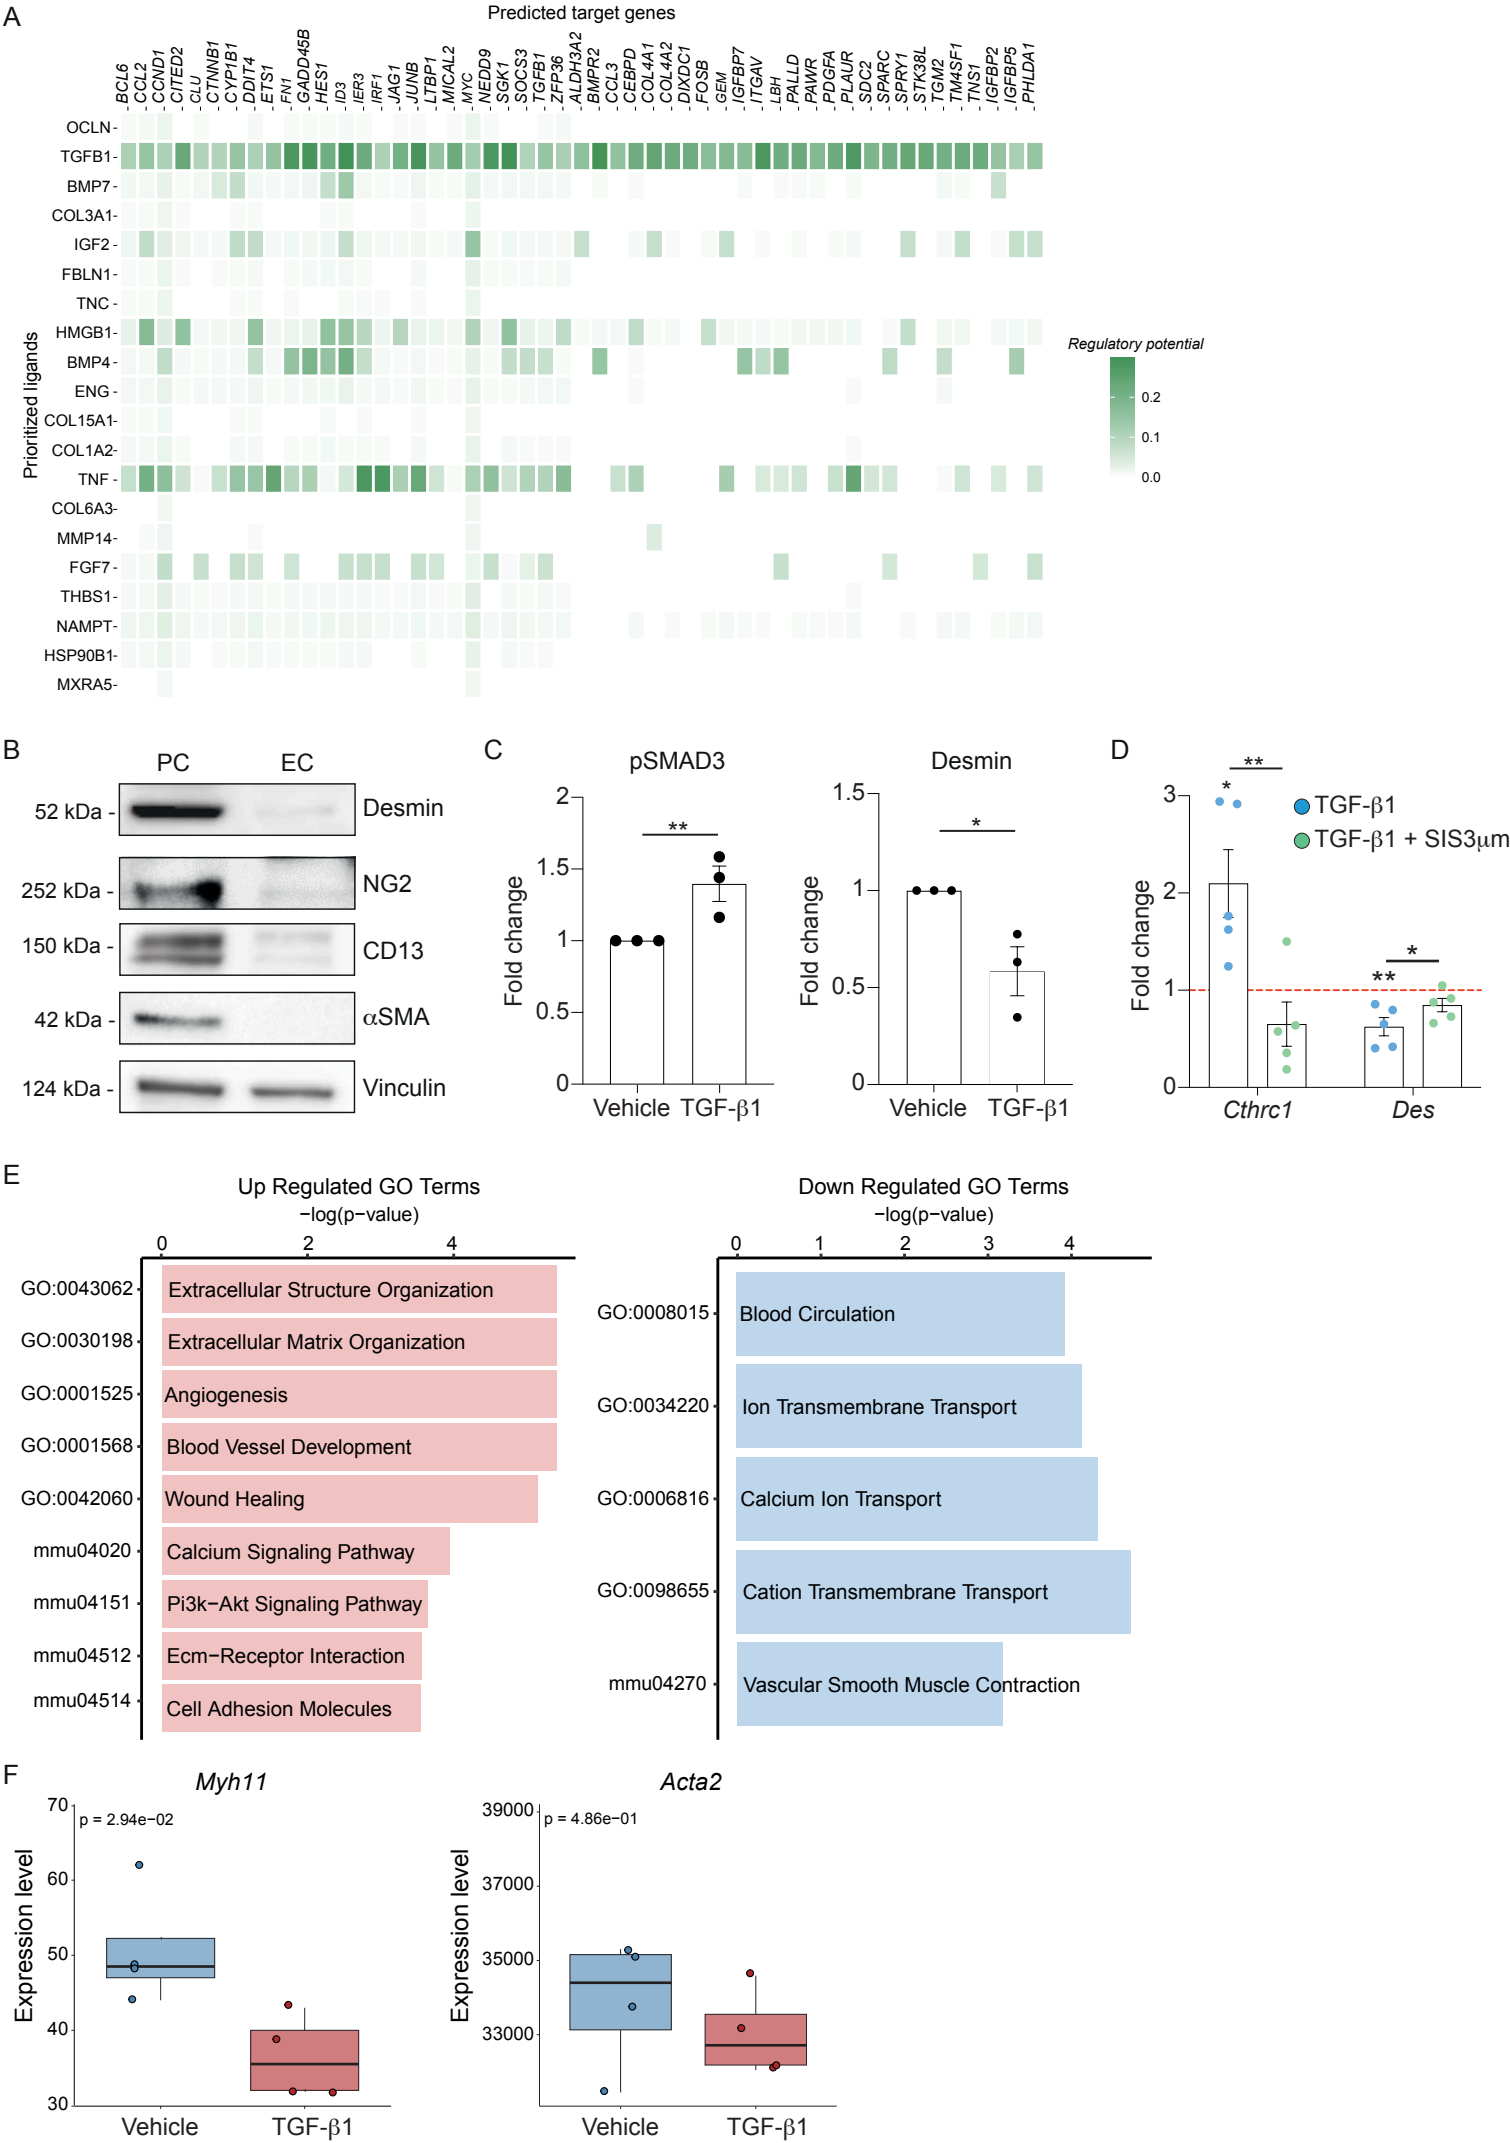

**Supplementary Figure 3. Impact of TGF- $\beta$  signaling in pericytes.** (A) The predicted downstream target genes in tumor pericytes by NicheNet algorithm. (B) Wildtype brain pericytes (PC) and endothelial cells (EC) were subjected to immunoblotting for pericyte markers (Desmin, NG2, CD13, and  $\alpha$ SMA). (C) Quantification of p-SMAD3 and Desmin expression levels normalized to  $\beta$ -actin. Graphs show the mean of three biological replicates per group. Each dot represents a biological replicate. A representative western blot is shown in **Fig. 3E**. Statistical analysis was performed by a one-sample t-test.  $*P \leq 0.05$  and  $**P \leq 0.01$ . (D) Relative gene expression of *Des* after TGF $\beta$  treatment and Smad3 inhibitor (SIS3) analyzed by quantitative polymerase chain reaction. Graphs show the mean of five biological replicates per group. Each dot represents a biological replicate. Statistical analysis was performed by a two-way ANOVA test ( $n = 5$ ).  $*P \leq 0.05$  and  $**P \leq 0.01$ . (E) Gene Ontology (GO) analysis of the transcriptional programs upregulated and downregulated in wild-type brain pericytes treated with TGF- $\beta$ 1 for 48h. (F) Box plots showing the expression levels of *Myh11* (ENSMUSG00000018830) and *Acta2* (ENSMUSG00000035783) in bulk RNA-seq data shown in **Fig. 3G**. Each dot represents an individual biological replicate.

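The terms in this panel cover matrix, ion transport and contraction, and gene families chosen by symbol were tested in their place. Extracellular matrix genes (123 tested of 136) had a mean log2 fold change of 0.26, with 62 higher and 33 lower in edgeR's quasi-likelihood test and 64 and 35 adjusted over the list alone. The camera test called the set (adjusted p = 0.000383), whereas camera with an estimated correlation did not (adjusted p = 0.208). At an odds ratio of 3.88, the set was over-represented among the higher genes (Fisher's exact test, adjusted p = 4.93e-12). Its members with the largest changes were *Col7a1* (log2 fold change 2.78), *Col5a3* (2.57) and *Mmp8* (2.24). Cation channel and pump genes (141 tested of 198) had a mean log2 fold change that differed little from 0, with 33 higher and 31 lower, or 35 and 31 adjusted over the list alone (camera adjusted p = 0.908). The direction of this set changed between alternatives. Among its members, *Kcnk12* rose by a log2 fold change of 2.59 and *Cacnb4* fell by 2.61.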

Supplementary Figure 4

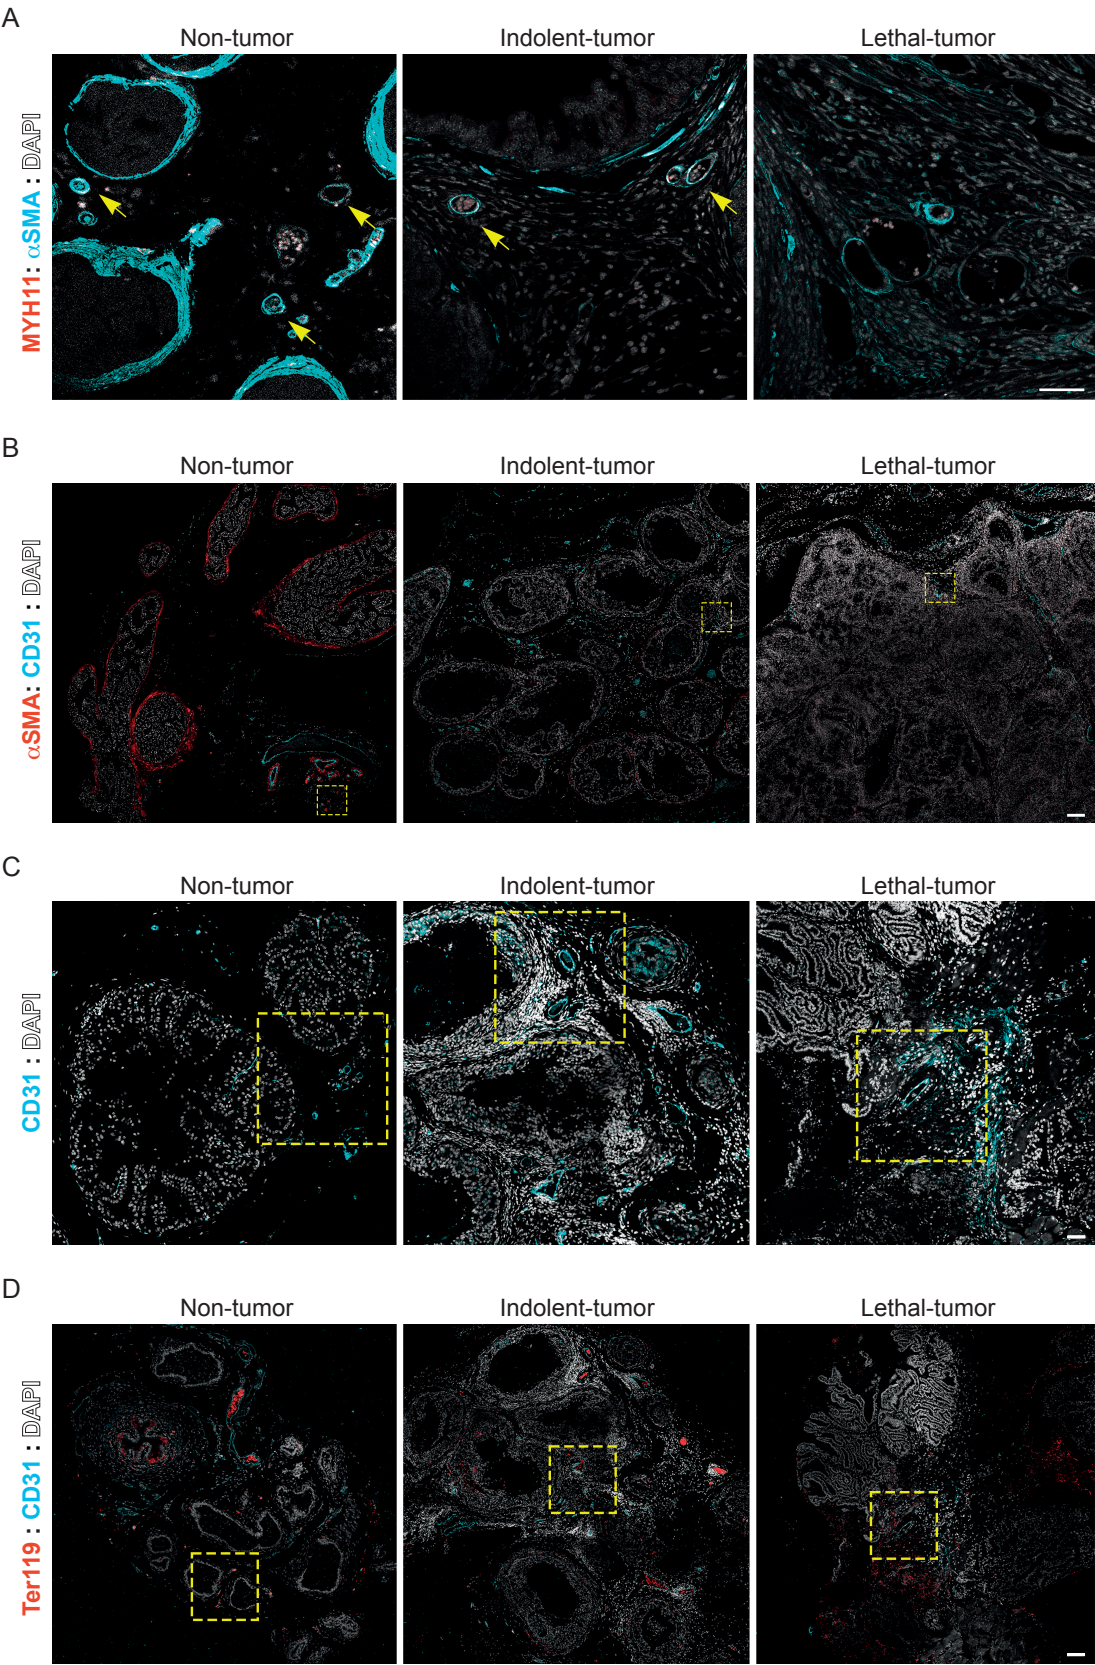

**Supplementary Figure 4. Low-magnification images corresponding to those shown in Figure 4. (A)** Representative images of non-tumor (Pb-Cre-PTEN<sup>WT/WT</sup>), indolent-tumor (Pb-Cre-PTEN<sup>flox/flox</sup>), and lethal-tumor (Pb-Cre-PTEN<sup>flox/WT</sup>; LKB1<sup>flox/flox</sup>) prostates stained for MYH11 (red),  $\alpha$ SMA (cyan), and DAPI (white). Saining was performed in  $n = 5$  mice per genotype. Scale bars, 50  $\mu$ m. Yellow arrows show positive MYH11 vessels. **(B)** Low-magnification images of non-tumor (Pb-Cre-PTEN<sup>WT/WT</sup>), indolent-tumor (Pb-Cre-PTEN<sup>flox/flox</sup>), and lethal-tumor (Pb-Cre-PTEN<sup>flox/WT</sup>; LKB1<sup>flox/flox</sup>) prostates stained for endothelial cells (CD31, cyan), pericytes ( $\alpha$ SMA, red), and DAPI (white). Saining was performed in  $n = 9$  mice per genotype. Scale bars, 100  $\mu$ m. **(C)** Low-magnification images of non-tumor (Pb-Cre-PTEN<sup>WT/WT</sup>), indolent-tumor (Pb-Cre-PTEN<sup>flox/flox</sup>), and lethal-tumor (Pb-Cre-PTEN<sup>flox/WT</sup>; LKB1<sup>flox/flox</sup>) prostates stained for endothelial cells (CD31, cyan) and DAPI (white). Saining was performed in  $n = 10$  Pb-Cre-PTEN<sup>WT/WT</sup> and Pb-Cre-PTEN<sup>flox/WT</sup>; LKB1<sup>flox/flox</sup> mice, and in  $n = 9$  Pb-Cre-PTEN<sup>flox/flox</sup> mice. Scale bars, 50  $\mu$ m. **(D)** Low-magnification representative images of non-tumor (Pb-Cre-PTEN<sup>WT/WT</sup>), indolent-tumor (Pb-Cre-PTEN<sup>flox/flox</sup>), and lethal-tumor (Pb-Cre-PTEN<sup>flox/WT</sup>; LKB1<sup>flox/flox</sup>) prostates stained for endothelial cells (CD31, cyan), erythrocytes (Ter119, red), and DAPI (white). Saining was performed in  $n = 6$  mice per genotype. Scale bars, 100  $\mu$ m. The yellow squares in **B**, **C**, and **D** illustrate the corresponding high magnification images shown in **Fig. 4.C, E, G**.

How the deposited data were processed for this re-analysis (not part of the article)

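RNA from 8 cultures of mouse brain pericytes was sequenced, 4 after 48 h with TGF-β1 (5 μg mL-1) and 4 with vehicle. The deposited values are counts. According to the paper's methods, the authors aligned the reads to mm10 with STAR in its 2-pass mode, removed PCR duplicates with samtools and counted reads per gene with featureCounts. The strand setting, the annotation release and the handling of reads shared between genes are not named in the paper's text. The counts were deposited without normalization, as 1 library per culture. The authors then ran DESeq2 without a filter on counts before the model, and clusterProfiler for enrichment.

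Of the 54532 gene identifiers, 54409 were paired with a symbol and 54495 with a position in GENCODE M21 on GRCm38, the assembly that mm10 names. The main comparison used edgeR 4.0.16 in R 4.3.3 on the deposited counts, with filterByExpr, TMM factors, robust dispersion and the quasi-likelihood test, Benjamini-Hochberg adjustment over the 22544 genes tested and a threshold of 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Gene sets were tested with limma 3.58.1 (camera with a preset correlation of 0.01, on log2 CPM with a prior count of 2), adjusted over 15 sets. The sets were contractile markers, a vascular smooth muscle contraction list, extracellular matrix, cation channel and pump, collagen, integrin, potassium channel, calcium channel and cytosolic ribosomal protein genes, a TGF-β response list, targets of TGFB1 in Fig. S3A, leptomeningeal fibroblast, brain pericyte and fibroblast markers, and cell cycle genes. Lists of endothelial, astrocyte, and macrophage and microglia markers and of sex-linked genes described the cultures. Single values were compared with exact two-sided permutation tests over the 35 splits of the cultures, whose smallest p is 0.0286.

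The gene lists, the main comparison, the set tests, the rule for naming genes and the alternatives named first below were fixed before the data were examined. Other tests and alternatives were added later and are named as such. Part of the paper's Table S2 had been read by then, with the values of *Synpo2*, *Smad7*, *Cthrc1* and some pericyte markers, and it had been searched for *Myh11*, *Acta2*, *Des*, *Cnn1*, *Tagln* and *Notch3* without a match. The paper's figures, which show *Myh11* and *Acta2*, had been viewed too, so the lists that hold these genes were not written blind to them. The rule covers the genes the paper names as pericyte markers, receptors or Notch targets, the contractile marker and TGF-β response lists, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 1 CPM and groups that did not overlap. Other lists are given as counts, ranges or their 3 largest changes, and any other gene is said to have been chosen after its values were seen. Some genes that fall under the rule are not reported here.

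The depth of 45255235 to 47651397 counts per culture puts 3 counts at 0.0630 to 0.0663 CPM before the TMM factor. Low counts were mostly even, and if both mates of a read pair were counted, the number of independent fragments is lower than the counts. The code was tested on simulated data for 22544 genes with 200 changed genes. With edgeR, 144 of the 200 (72.0%) were called with 5.88% false calls, and with DESeq2 1.42.0, 140 (70.0%) with 6.04%. A simulated set of 60 genes shifted by 0.3 on the log2 scale was recovered with a mean of 0.28, and simulated data with no changed gene gave 1 call.

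The alternatives were DESeq2, DESeq2 size factors, library totals and upper-quartile factors in edgeR, a filter of at least 1 count in any culture or of at least 10 in every culture, glmTreat, other set tests, and each culture left out. Counts per fragment (each count divided by 2 and rounded up) and DESeq2 on genes with at least 10 counts in total were added after the data were seen. The latter was taken from 14 DESeq2 settings tried after the data were seen, which varied the dispersion fit, the independent filter and the minimum total count. The qPCR, western blot, mouse tissue and human single-cell experiments were not analysed here.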

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

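The tests of shared sequence were chosen after the results were seen.

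Of the genes the paper's text does not discuss, the large rises included *Acsbg1* (log2 fold change 4.06), *Cma2* (3.48), *Has2* (3.46) and *Prss46* (3.37), and the 5 largest falls were *Igfbp5* (-3.98), *Scara5* (-3.64), *D030046N08Rik* (-3.43), *Enpep* (-3.34) and *Ptgds* (-3.24). *Igfbp5* is among the predicted targets in Fig. S3A. In each of these 9 genes all TGF-β1 cultures lay on one side of all vehicle cultures, and each had an adjusted p under 0.05 in edgeR's quasi-likelihood test. The absolute levels differ widely. *Igfbp5* went from 68.6 ± 6.70 to 4.35 ± 0.953 CPM (SD, n = 4 each) and *Has2* from 2.00 ± 0.390 to 22.0 ± 4.06 CPM, whereas *Cma2* went from 0.172 ± 0.0677 to 1.95 ± 0.194 CPM.

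A trend with GC content or gene length was tested as a technical cause of these 9 changes. Removing it moved no log2 fold change of the 9 by more than 0.0702, which argues against it. Shared sequence is also argued against as the cause for 7 of the 9, since at most 2.1% of the 50-base words of any of them (*Has2*) occur in transcripts of other genes. For *Cma2*, 39.9% of the words occur in other genes, and for *D030046N08Rik*, 81.6% of the words occur in other genes and the exons overlap other genes over 85.2% of their length. The limit for arguing against shared sequence was first 50% of the words, and it was lowered to 10% after these values were seen, which set *Cma2* apart. For *Cma2* and *D030046N08Rik*, their own change and a change in a gene that shares their sequence cannot be told apart from counts per gene. For the other 7, the direction and the call held with each culture left out in turn. A response to TGF-β1 remains a hypothesis for these 7, since how the cultures were handled within each arm was not tested. They were found and tested on the same cultures.

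Across 118 groups of 4 values (the named genes tested, the library totals and the ratios of *Des*), 3 had a culture far from the other 3, where chance at 1 in 20 gives 5.9. *Smtn* was at 129.8 CPM in vehicle replicate 1 against 123.6 in the nearest culture. *App* was at 478 CPM in TGF-β1 replicate 8 against 495. *Enpep* was at 0.218 CPM in TGF-β1 replicate 7 against 0.175, a level of few reads. The 3 fall in different cultures, their number is no more than chance gives, and no biological explanation was tested.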

How the results depend on the processing

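The tests on counts per fragment and with a minimum total count in DESeq2 were chosen after the results were seen. The number of genes with an adjusted p under 0.05 and its split by direction stayed within 1.5 times the main values under every alternative tried, from 8559 to 9311 genes in the alternatives fixed beforehand. The largest move was with counts per fragment in DESeq2, to 7306 genes (3916 higher and 3390 lower). The number with an absolute log2 fold change over 1.5 fell from 452 to 155 with glmTreat, which tests a stricter hypothesis. With at least 10 counts in every culture, where fewer genes were tested, it fell to 285. That filter removes genes whose large change leaves few counts in an arm, such as *Enpep*, *Cma2* and *Prss46*. The fall to 285 therefore says little about stability. The number rose to 597 with DESeq2 and to 646 with at least 1 count in any culture. *Acta2* kept its direction and stayed above an adjusted p of 0.05 in every fit made. Adjusted over all genes, *Myh11* kept its direction and stayed above 0.05 under every alternative fixed beforehand, but not in 2 of the 14 DESeq2 settings tried after the data were seen, where a mean dispersion in place of a fitted trend gave 0.0497 and 0.0484, nor when adjusted over the contractile marker list alone (0.0477). Over the 14 settings the number of called genes ranged from 8379 to 9516.

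The gene set results depended on the test. Fry, which does not compare a set with other genes, called 14 of the 15 sets and camera called 7, so a call by fry alone is weak evidence for any set. Contractile markers (mean log2 fold change -0.34) lost the call with an estimated correlation and, at an odds ratio of 3.14, with over-representation among lower genes. The call was also lost with at least 10 counts in every culture (-0.32, adjusted p = 0.0531), where fewer genes were tested, and with counts per fragment (-0.32, adjusted p = 0.0553), an alternative chosen after seeing the data. Across the 8 fits that each left out one culture the mean ranged from -0.38 to -0.31 and 2 fits lost the call, those without vehicle replicate 3 (adjusted p = 0.0543) and without TGF-β1 replicate 7 (adjusted p = 0.0615). In 3 of the 35 splits of the cultures, the real one included, the camera p was as small, so chance splits are not excluded for this list. For the vascular smooth muscle contraction list (-0.0895) the call appeared with fry and with over-representation among lower genes (odds ratio 1.93), and 2 of the 35 splits gave a camera p as small. Extracellular matrix genes (0.26) lost the call with an estimated correlation, but only the real split of the 35 (1) gave a camera p as small. Cation channel and pump genes (-0.0035) gained a call with fry, and camera's direction was reversed with library totals alone (mean -0.0145). With each culture left out their mean ranged from -0.0112 to 0.0254, and 27 of the 35 splits gave a camera p as small. For the set tests that changed with the kind of test, the cause was not tested.

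Among the other named genes, *Pln* changed sign without vehicle replicate 4, where it was 0.0179, across a range from -0.29 to 0.0179, and was not called in any fit. *Cnn1* and *Hey1*, both with an adjusted p near 0.05, lost the call in several fits. *Eng* gained one in a few, and *Tagln* only without vehicle replicate 3 (edgeR adjusted p = 0.0414). The fit with at least 10 counts in every culture gives no value for *Ppp1r14a*, *D030046N08Rik*, *Enpep*, *Cma2* and *Prss46*, which that filter removes.

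No paired analysis was made. The paper's methods describe isolates treated with both vehicle and TGF-β1. The labels, however, number the vehicle cultures from 1 to 4 and the TGF-β1 cultures from 5 to 8. No source says which cultures share an isolate. The unpaired tests, that of *Des* included, therefore do not exclude a small change within isolates. Depth limits *Myh11*, *Des*, *Hey1* and other genes near 1 CPM, whose counts of few reads leave large standard errors.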

Differences from the paper's values

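In the main comparison, none of 47 values of the paper that could be set beside values computed here met the criteria for a difference. This says little, because 38 of the 47 are log2 fold changes of Table S2, which the authors computed from the same counts. The criteria for gene numbers passed 9304 against 8487. For the medians of *Myh11* and *Acta2*, DESeq2-normalized counts were used. The paper's reports of roughly unaltered *Rgs5* at 24 h and lower *CSPG4* in tumors are not among the 47. Here, at 48 h, *Rgs5* fell (log2 fold change -2.02) and *Cspg4* rose (1.03). Without TGF-β1 replicate 5, the log2 fold changes of *Smtn*, *Itga8*, *Ppp1r12b*, *Igfbp5*, *Scara5* and *Ptgds* met the criteria. Without vehicle replicate 4, those of *Ltbp2* and *Acsbg1* did. The paper reports 8487 differentially expressed genes against 9304 here, and its Table S2 lists 4483 higher and 4004 lower genes against 4718 and 4586. With DESeq2 and no filter before the model, which the paper's methods describe, the numbers were 8636, 4559 and 4077. After the paper's numbers and these had been compared, 14 DESeq2 settings were tried, which called from 8379 to 9516 genes. Of these, 1 gave the paper's 3 numbers, 8487, 4483 and 4004, a filter on genes with at least 10 counts in total. It was chosen after seeing the values and because it gave the paper's numbers, so it says only that this setting reaches them. The paper's methods state that no such filter was applied.

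The paper describes the expression of both *Myh11* and *Acta2* as lower with TGF-β. Here *Acta2* had a log2 fold change of -0.03 with an adjusted p of 0.339 (edgeR quasi-likelihood test), and *Myh11* had a log2 fold change of -0.47 with an adjusted p of 0.0780. Adjusted over the contractile marker list alone, *Myh11* was called (adjusted p = 0.0477), but not over the vascular smooth muscle contraction list alone (0.0533). Of the settings adjusted over all genes, 2 called *Myh11*, both DESeq2 with a mean dispersion in place of a fitted trend, with an adjusted p of 0.0497 and 0.0484. They were among the 14 tried after seeing the values. No setting and neither list called *Acta2*, whose lowest adjusted p was 0.0639 in edgeR without vehicle replicate 2. Fig. S3F itself prints p-values of about 0.029 for *Myh11* and about 0.49 for *Acta2*, read by eye, and the exact permutation tests here gave 0.0286 and 0.429. The median DESeq2-normalized counts of *Myh11* were 47.8 with vehicle and 35.7 with TGF-β1, against about 48 and about 36 in Fig. S3F.

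Fig. S3E places ion and cation transport among the lower programs. Here the cation channel and pump genes, a family chosen by symbol, moved both ways, with 33 higher and 31 lower. They were not over-represented among the lower genes (odds ratio 1.10, Fisher's exact test, adjusted p = 0.838). The gene ontology terms of the paper were not used here, so its own enrichment was not tested.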

Other observations

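The tests of other splits of the cultures, counts per fragment, library totals, the shares of cell types and the absent loci were chosen after the results were seen. The tests of even counts by overlap, of GC content, and of a shared signature between the arms were chosen before their own values were seen.

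The large number of called genes was weighed against technical causes. Only the real split (1 of 35) gave as many genes with an adjusted p under 0.05, and likewise for genes over 1.5 on the log2 scale, and the other splits called 0 genes, with a median of 458.5 genes at an unadjusted p under 0.05 against 10593 in the real split. The other splits mix the arms, so the treatment adds to their spread within groups, and the comparison bears only on the grouping of the cultures, not on a technical cause. Counts per fragment still called 9117 genes, of which 8988 were among the 9304, and in DESeq2 they called 7306. Library totals did not differ (exact permutation p = 0.857), and GC content and gene length explained 0.532% of the variance of the log2 fold changes. The value for GC content and length argues against these as the whole cause. Totals are scaled out before the test, and the spread was estimated again on counts per fragment. The values for totals and fragments could therefore hardly have pointed to either cause, and they decide little. How the cultures were handled within each arm was not tested. The spread between cultures of a group beyond sampling noise was small, with a common biological coefficient of variation of 0.0353 in edgeR. Repeat libraries of 1 culture could give so small a spread and with it small p-values. This was not excluded, so the number of called genes may be larger than independent cultures would give.

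Low counts were mostly even. A candidate explanation is that both mates of a read pair were counted. If so, genes whose exons overlap another gene would lose a mate more often and be even less often, and this held in 8 of 8 cultures. In vehicle replicate 1, for example, 59.5% of low counts were even for genes overlapped over at least 50% of their exons, against 71.2% for genes with no overlap.

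Cultures of a group differed little, with a chi-square per degree of freedom of 2.25 to 3.92 within groups and 51.1 to 68.1 between groups. With each count halved to approximate fragments the values were 1.12 to 1.96 and 25.6 to 34.0, so the closest pair of a group differed by little more than the sampling noise, for which 1 is expected. Whether the same isolates stood in both arms was looked for in the correlations of the cultures' deviations from their group means. Over 10195 genes of at least 10 CPM, the highest of the 16 correlations was 0.222, and the lowest was -0.198. Deviations sum to 0 within each arm, so some of these correlations lie above 0 whatever the cause. A highest value over 0.1 had been set beforehand to count for shared isolates, and that reading was dropped after the value was seen. The test decides nothing, shared isolates and unrelated cultures cannot be told apart by it, and no pairing was drawn. These correlations are across genes, which are not independent replicates.

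In the 24 h experiments, the paper reports a lower *Des* and roughly unaltered *Pdgfrb* and *Rgs5*. In the RNA-seq cultures at 48 h, *Rgs5* fell from 8.62 ± 0.466 to 2.13 ± 0.245 CPM (SD, n = 4 each; log2 fold change -2.02), while *Pdgfrb* (0.53) and *Cspg4* (1.03) rose, each with an adjusted p under 0.05 in edgeR's quasi-likelihood test. *Notch3* (-0.04) was not called. A lower share of pericytes would lower all of these together if no other cells of the culture expressed them. By that criterion the rise of *Pdgfrb* by 0.53 counts against a lower share. Other cells of the culture may express *Pdgfrb* too, so a lower share of pericytes and a change of expression cannot be told apart. The log2 ratio of *Des* to *Rgs5* was 1.89 higher with TGF-β1 (exact permutation test, p = 0.0286, the smallest possible), and that of *Des* to *Notch3* changed by -0.0893 (p = 0.543). *Anpep* fell by 0.43 on the log2 scale and *Cd248* rose by 0.20. *Cthrc1* rose by 1.06. Of the receptors named in Fig. 3D, *Sdc2* (0.33) and *Itgb1* (0.44) rose, *App* fell by 0.29 on the log2 scale, and *Eng* was not called (adjusted p = 0.0570).

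Of 8 leptomeningeal fibroblast markers, 5 were tested and all 5 fell, from -0.31 to -3.24 on the log2 scale, with a mean of -1.96 (camera adjusted p = 4.67e-06, 0.179 with an estimated correlation). *Apod* went from 932 ± 17.8 to 172 ± 15.1 CPM (SD, n = 4 each). Loss of fibroblast-like cells could give this. *Pdgfra*, chosen after its values were seen, stayed at a log2 fold change of 0.0112, at 62.5 CPM with vehicle. The test was first set so that an unchanged *Pdgfra* would count against a loss of cells, and by that criterion it does. The reading was changed to open after the value was seen, because the other cells of the culture may express *Pdgfra* and hide a loss, so a loss of cells and a change of expression cannot be told apart. Fibroblast markers (5 tested) had a mean of 0.20 and were not called (adjusted p = 0.178).

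Among the remaining sets, cytosolic ribosomal protein genes rose by a mean log2 fold change of 0.14, with 68 of 77 higher (camera adjusted p = 2.72e-11, 0.373 with an estimated correlation). The predicted TGFB1 targets of Fig. S3A had 30 higher and 17 lower of 50 (mean 0.0957, adjusted p = 0.00521). The TGF-β response list had an adjusted p of 6.15e-08. Cell cycle genes had a mean of 0.12 (adjusted p = 0.0437). Integrin genes (mean 0.25, adjusted p = 0.0621), collagen genes (0.15, 0.102), potassium channel genes (0.11, 0.619), calcium channel genes (-0.12, 0.908) and brain pericyte markers (-0.28, 0.908) were not called by camera. Collagen genes were over-represented among the higher genes, with an odds ratio of 2.80 (Fisher's exact test, adjusted p = 0.00787), and integrin genes had an odds ratio of 2.52 (adjusted p = 0.0562). Of these sets, the calls for the ribosomal, TGFB1 target and cell cycle sets did not hold with an estimated correlation, and the call for the TGF-β response list did (adjusted p = 0.0131).

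Several features of the cultures are not reported in the paper, and the genes here were chosen after their values were seen or come from the lists that describe the cultures. The Y-linked *Ddx3y*, *Kdm5d* and *Uty* were expressed in all 8 cultures, with *Ddx3y* at 94.5 CPM with vehicle, while *Xist* was at 0.696 CPM. *Eif2s3y*, also on the Y chromosome, had 0 to 10 reads. *Cdkn2a* and *Cdkn2b* on chromosome 4 (from 89274471 to 89311039 of GRCm38) had 0 reads in all 8 cultures, while *Mtap* beside them (89137122 to 89181081) was at 91.6 CPM with vehicle. Reads left uncounted because other genes share them are argued against as the cause, since 0 percent of the 50-base words of *Cdkn2a*, *Cdkn2b* and *Eif2s3y* occur in other genes. Loss of these loci from the cells might explain the 0 reads, but counts per gene hold no genomic coverage, so it cannot be told apart from silence of the genes.

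All 37 mitochondrial genes had 0 reads in the 8 cultures, and the reason was not tested. Among 7 endothelial markers, *Cdh5* was at 375 CPM with vehicle, *Flt1* at 81.7 CPM and *Kdr* at 17.9 CPM, while *Pecam1* was at 1.11 CPM and the median of the list over all cultures was 2.69 CPM. Of 4 astrocyte markers the highest was *Slc1a2*, at a mean of 27.4 CPM, and of 6 macrophage and microglia markers the highest was *Cd68*, at 5.51 CPM. Of 10 brain pericyte markers, 7 were tested, and the levels named here were chosen after they were seen. With vehicle, *Pdgfrb* was at 202 CPM and *Cspg4* at 82.9 CPM, while *Higd1b* was at 0.278 CPM. *Kcnj8*, *Abcc9* and *Vtn* had at most 2, 9 and 6 reads in any culture and were too low to be tested.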
